# Acetic-acid-induced jasmonate signaling in root enhances drought avoidance in rice

**DOI:** 10.1038/s41598-021-85355-7

**Published:** 2021-03-18

**Authors:** Daisuke Ogawa, Yuya Suzuki, Takayuki Yokoo, Etsuko Katoh, Miyu Teruya, Masayuki Muramatsu, Jian Feng Ma, Yuri Yoshida, Shunsaku Isaji, Yuko Ogo, Mitsue Miyao, Jong-Myong Kim, Mikiko Kojima, Yumiko Takebayashi, Hitoshi Sakakibara, Shin Takeda, Kazunori Okada, Naoki Mori, Motoaki Seki, Yoshiki Habu

**Keywords:** Abiotic, Drought

## Abstract

Conferring drought resistant traits to crops is one of the major aims of current breeding programs in response to global climate changes. We previously showed that exogenous application of acetic acid to roots of various plants could induce increased survivability under subsequent drought stress conditions, but details of the metabolism of exogenously applied acetic acid, and the nature of signals induced by its application, have not been unveiled. In this study, we show that rice rapidly induces jasmonate signaling upon application of acetic acid, resulting in physiological changes similar to those seen under drought. The major metabolite of the exogenously applied acetic acid in xylem sap was determined as glutamine—a common and abundant component of xylem sap—indicating that acetic acid is not the direct agent inducing the observed physiological responses in shoots. Expression of drought-responsive genes in shoot under subsequent drought conditions was attenuated by acetic acid treatment. These data suggest that acetic acid activates root-to-shoot jasmonate signals that partially overlap with those induced by drought, thereby conferring an acclimated state on shoots prior to subsequent drought.

## Introduction

Drought is an abiotic stress that occurs irregularly and often causes devastating damage to crop production^1^. Strategies against drought must be considered with respect to crop habitats and climate^2,3^. Drought tolerance, which is defined as the ability to maintain normal or minimum growth with lowered water potential in the tissues^3^, is a desirable characteristic of crops cultivated in arid areas. In contrast, if drought is severe or long-lasting, drought avoidance or resilience rather than tolerance would be preferred since water shortage would overwhelm the ability of crop’s tolerance to maintain their minimum activity of life. Under such harsh conditions, plants actively retard growth, restarting when environmental conditions return to normal^4–6^. Compared with the seasonal cycle of growth retardation and restarting in perennial plants, which is a relatively slow process regulated by gradual and cumulative changes in combined environmental cues, responses to acute stresses must be rapid and accompanied with the ability to resume growth quickly when the environment recovers^6^. Understanding the molecular mechanisms of the rapid responses in crops under harsh conditions, and how to manipulate these responses, are amongst the most important challenges facing current agriculture under the global climate changes.

Plant hormones are pivotal in regulation of environmental stress responses and abscisic acid (ABA) is the major player in responses to drought, salt, and cold stresses^7^. ABA is also involved in seed dormancy, which would seem to be indicative of a possible mechanistic link in energy allocation between the seasonal cycle and acute response to environmental cues. Jasmonic acid and its related compounds (collectively termed as jasmonate, JA) is another plant hormone that has been studied intensively in terms of responses to herbivore attack^8^, and its involvement in abiotic stress responses has recently been revealed in *Arabidopsis thaliana* and other plants^9^. The physiologically active forms of JA are their amino acid conjugates, especially with isoleucine (JA-Ile), and the molecular basis of their biosynthesis and signaling has been a hot topic in recent plant molecular physiology^8^. Induction of JA production upon perception of abiotic stress has been reported, and exogenous application of JA has been shown to confer abiotic stresses tolerance in many plants^10^. However, the complex interactions of JA and other phytohormones under various abiotic stress conditions obscure the molecular mechanisms of JA-mediated abiotic stress responses.

Chromatin modification is a mechanism for regulating gene activity, and histone modifications have been shown to be rapid and reversible switches responding to environmental cues^11,12^. HDA6 in *Arabidopsis thaliana* is an epigenetic regulator known to repress transposons and maintain the structure of nucleolar organizing regions, possibly through heterochromatin formation^13,14^. Unexpectedly, we found recently that *hda6* mutants exhibited improved survival under drought conditions^15^. *hda6* mutants enhance expression of genes involved in acetic acid biosynthesis under drought conditions and accumulate acetic acid in the plant body. Treatment of wild-type *Arabidopsis* plants with exogenous acetic acid resulted in improved survival under subsequent drought conditions. The data suggest that acetic acid is the key regulator for improved survival of *hda6* under drought. Notably, the effect of acetic acid on improved survival under drought was also observed in other plants, including rapeseed, wheat, maize and rice^15^. However, it remains to be elucidated how acetic acid functions in plants. To explore the possibility of using acetic acid to enhance crop productivity, we analyzed here the physiological and molecular mechanisms of acetic-acid-mediated improvement of plant survival under drought by using rice as a model cereal.

## Results

### Acetic acid induces physiological responses similar to those induced by drought stress in rice

In our previous study, we showed that acetic acid applied exogenously to roots conferred drought tolerance to various plants including a representative temperate japonica cultivar, Nipponbare^15^. Drought tolerance following acetic acid pre-treatment was also observed in an indica (IR64) and an African upland race rice variety^16^ (NERICA1; Supplementary Fig. S1 online), indicating that the mechanism of the drought tolerance induced by acetic acid is conserved irrespective of the adaptive traits of cultivated rice. Shoot water content was around 80% in both control and acetic acid-treated plants at day 4 of acetic acid treatment (Fig. 1a). However, after subsequent drought treatment for 4 days, shoot water content decreased drastically in control plants and plants treated with 10 mM acetic acid, whereas those treated with 20 or 30 mM acetic acid retained a significantly higher water content (Fig. 1a), indicating that acetic acid treatment confers characteristics of drought avoidance on the treated seedlings^3^. Potassium acetate also induced similar drought avoidance in rice; therefore, it is likely that the ionic form of acetate is the effector inducing drought avoidance in rice (Fig. 1b,c). The effectiveness of potassium acetate in conferring improved survivability under drought excludes the possibility that the acidic pH of acetic acid is the causative agent (Fig. 1b and Supplementary Figs. S1d and S2 online).

**Figure 1:**
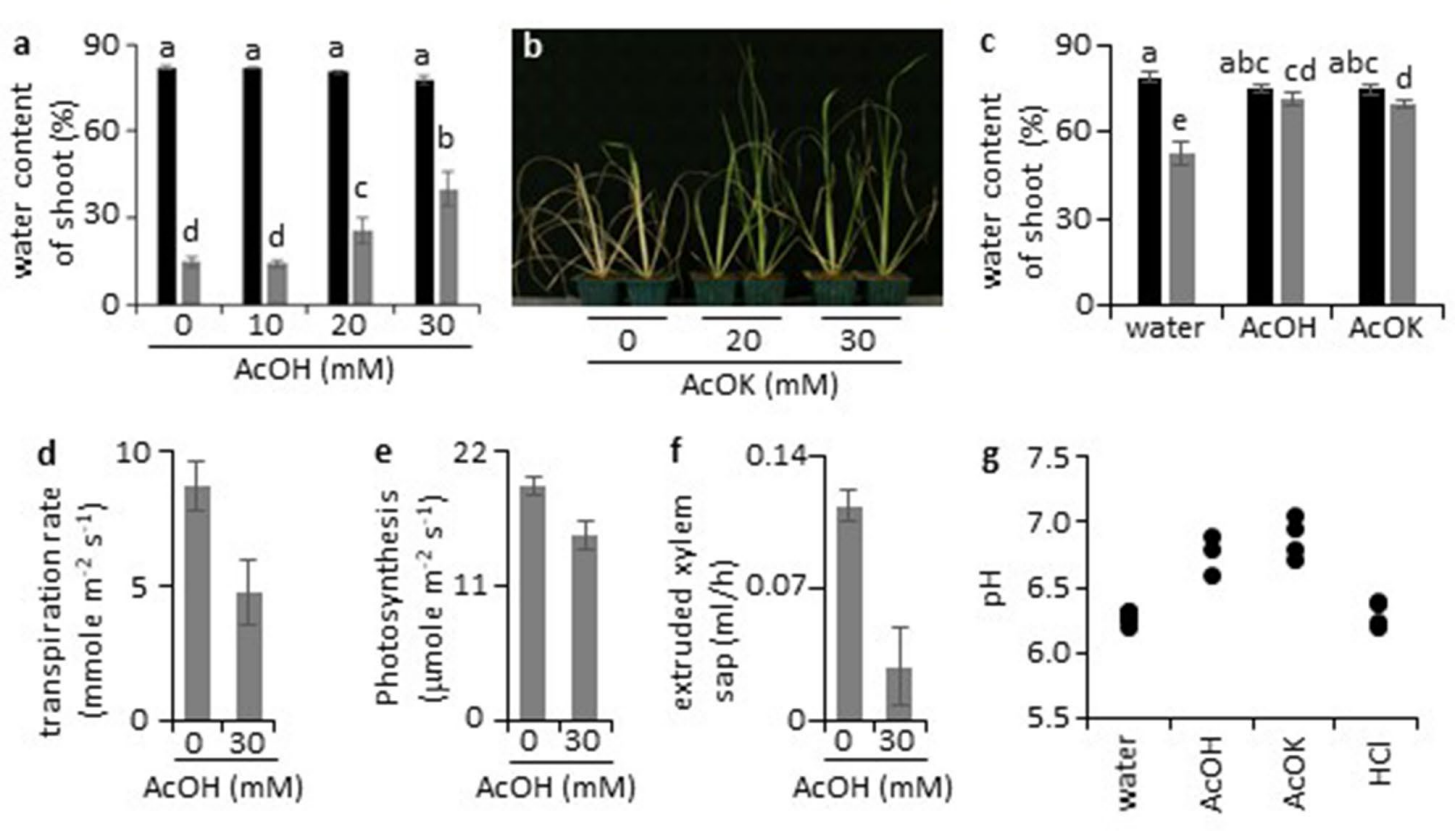
Acetic acid induces physiological changes resembling responses to drought in rice. (**a**) Water content of shoots treated with acetic acid under drought conditions. Two-week-old rice plant roots were treated with acetic acid (AcOH) solutions for 4 days; plants were then subjected to drought stress for a further 4 days. Statistical significance was examined by the Tukey Kramer method (p < 0.01). Black bars, before drought exposure; gray, day 4 of drought conditions; error bars, mean ± SD; *n* = 5 or 6. (**b**) Drought avoidance of rice induced by potassium acetate. Two-week-old rice plants were treated with potassium acetate (AcOK) for 4 days and then grown under drought conditions for 4 days. After drought treatment, plants were rewatered and grown for 4 days. (**c**) Water content of plants treated with acetic acid or potassium acetate. Water content of shoot of acetic acid or acetate-treated rice plants was measured before and after 2-day drought exposure. Statistical significance was examined by Tukey’s method (p < 0.01). Black bars, day 0; gray, day 2; error bars, mean ± SD; *n* = 8. (**d–f**) Physiological changes in acetic acid-treated rice plants. Two-week-old rice plants were treated with 0 or 30 mM acetic acid for 2 days. Transpiration rate (**d**), photosynthesis activity (**e**), and flow rate of xylem sap (**f**) are shown. Statistical significance was examined by Student’s t-test (p < 0.01). Mean ± SD; *n* = 4. (**g**) Xylem sap pH of rice plants treated with water, 30 mM acetic acid, 30 mM potassium acetate and 30 mM hydrochloric acid (HCl) for 2 days.

Analysing rice seedlings during treatment indicated that acetic acid induces physiological changes in shoots that are similar to those induced by drought stress, i.e., significant decreases in transpiration rate, photosynthetic activity, and flow rate of xylem sap (Fig. 1d–f). Alkalization of xylem sap, which is a common characteristic response of plants to drought conditions^17^, was observed in seedlings treated with acetic acid (Fig. 1g). This alkalization of xylem sap was not observed in plants treated with hydrochloric acid, which does not confer improved survival under drought (Supplementary Fig. S1d online), further highlighting the correlation between the pseudo-drought responses to acetic acid treatment and improved survival in subsequent drought conditions.

To gain insight into the nature of drought avoidance of rice induced by acetic acid, we examined conditions of the treatment required for conferring drought avoidance. Rice seedlings treated with acetic acid for 1–4 days were examined for their survivability under subsequent drought. An acetic acid treatment of at least for 3 days duration was required to confer drought avoidance (Supplementary Fig. S3a online). The effect of acetic acid treatment on drought avoidance was canceled by the insertion of water treatment (Supplementary Fig. S3b online). A 1- or 2-day-water break weakened drought avoidance and a 3-day-water break abolished it. The results indicate the effect of acetic acid on rice drought avoidance is both cumulative and transient.

### Acetic acid is metabolized to glutamine and transported from root to shoot in rice

The physiological changes observed in shoots of acetic-acid-treated rice seedlings are similar to known drought responses (Fig. 1) suggest that acetic acid-induced signals in roots are transported to shoots. We have recently shown that the exogenously applied acetic acid to rice seedlings is converted to γ-amino butyric acid (GABA) in roots^18^, and therefore we examined here whether GABA and/or other metabolites are transported from roots to shoots in rice. Methyl-^13^C-labeled acetic acid was applied to 2-week-old rice seedlings and xylem sap of the treated seedlings was collected and analyzed by ^13^C-NMR (Fig. 2). At 7 h after application of methyl-^13^C-labeled acetic acid, a major peak was detected at 30.9 ppm, which corresponds to carbon 4 of glutamine. No peak for methyl-carbon of acetic acid (20.5 ppm) was observed. The presence of minor peaks at 26.3 and 54.3 ppm—corresponding to carbons 3 and 2 of glutamine—suggests that the ^13^C is also incorporated into glutamine after two or more rounds of the TCA cycle (Supplementary Fig. S4 online) or via other pathways. These assumptions were confirmed by 2D ^13^C-HSQC-^1^H-COSY spectra of xylem sap (Fig. 2b–d). The results suggest that exogenously applied acetic acid is metabolized to glutamine in root and transported to shoot through xylem. Concentration of amino acids in xylem sap was globally increased in seedlings treated with acetic acid, probably due to a reduction in the flow rate of xylem sap and subsequent concentration of solutes (Supplementary Table S1 online). Glutamine is an abundant amino acid in xylem sap, serving to transport ammonium from root to shoot^19,20^, and its concentration in xylem sap was not significantly changed in acetic-acid-treated seedlings (Supplementary Table S1 online), suggesting that exogenously applied acetic acid is incorporated into mainstream ammonium assimilation in rice and is not the direct agent inducing the physiological changes observed in shoots.

**Figure 2:**
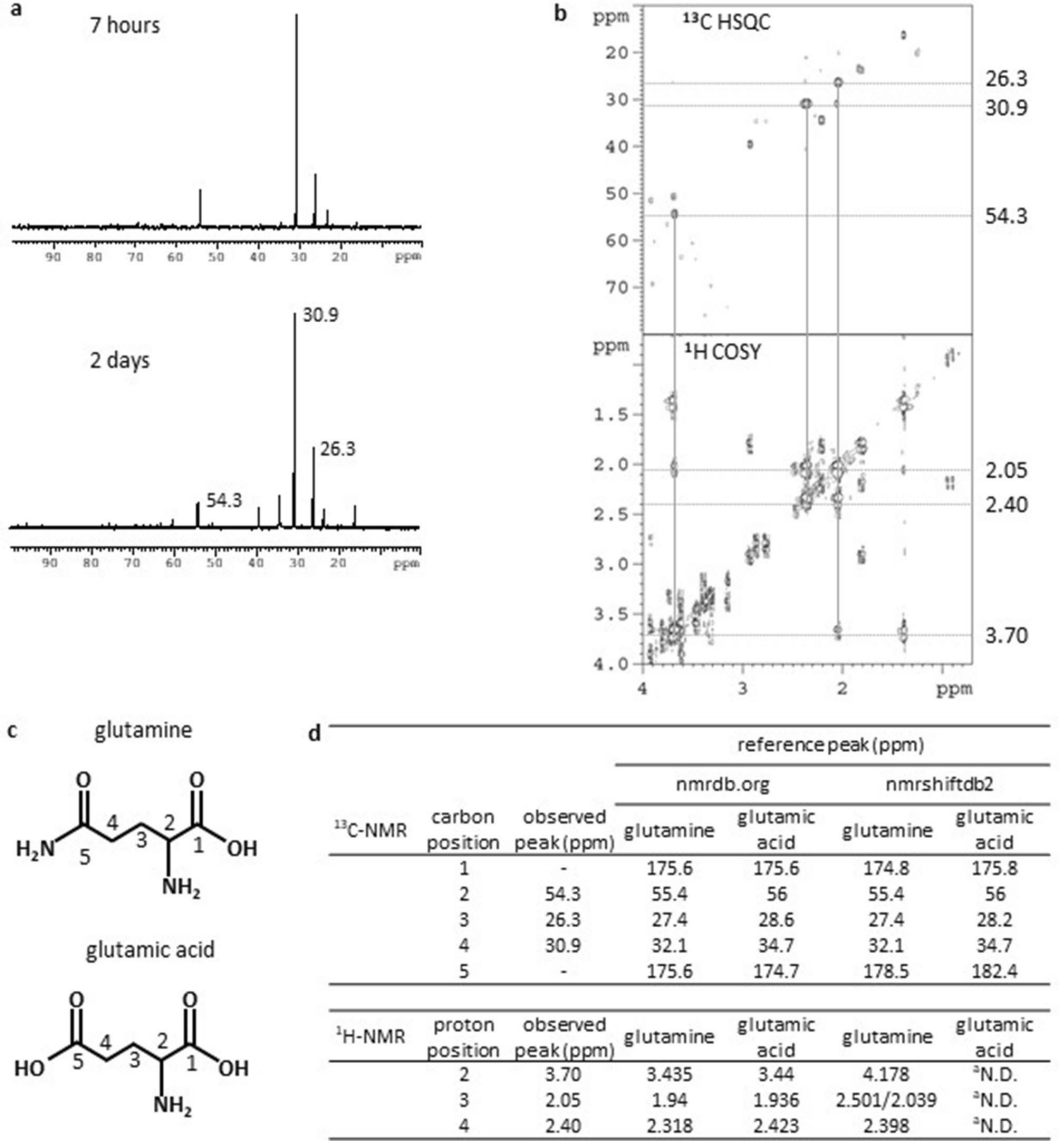
^13^C-NMR analysis of xylem sap in acetic acid-treated rice plants. (**a**) ^13^C-NMR spectra of xylem sap. Two-week-old rice plants were treated with 30 mM methyl-^13^C-labeled acetic acid for 7 h or 2 days. Xylem sap was collected and analyzed by ^13^C-NMR. Peaks in spectra observed in ^13^C-labeled acetic-acid-treated xylem sap were subtracted from those of non-labeled acetic-acid-treated xylem sap and are shown. Chemical shifts of major peaks are indicated in ppm. (**b**) 2D ^13^C-HSQC-^1^H-COSY spectra of xylem sap collected 2 days after acetic acid treatment. Chemical shifts of major peaks are shown in the right in ppm. (**c**) Structures of glutamine and glutamic acid. Positions of carbons assigned in (**d)** are shown. (**d**) Summary of observed chemical shifts and reference data of glutamine and glutamic acid. Observed chemical shifts were assigned in nmrdb.org (https://www.nmrdb.org/) and nmrshiftdb2 (https://nmrshiftdb.nmr.uni-koeln.de/). Reference data of chemical shifts in ^13^C- and ^1^H-NMR of glutamine and glutamic acid in the database are shown. ^a^No data available.

### Activation of jasmonate signaling in root by acetic acid treatment

Our previous study indicated that acetic acid treatment of *Arabidopsis thaliana* induces transient production of JA, but activation of subsequent JA signaling is not observed until the treated plants are exposed to drought, indicating that the effect of acetic acid on *A. thaliana* is not a direct induction of JA-mediated drought tolerance but rather it primes JA signaling for enhanced response to subsequent drought stress^15^. We performed microarray analysis of gene expression in roots and shoots of acetic-acid-treated rice seedlings, and expression of genes related to various plant hormones was compared to that induced by drought without acetic acid treatment (Fig. 3a and Supplementary Tables S2–8 online). 

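Shoots of 2-week-old rice plants left without water for 3 days (drought) and shoots of well-watered plants were compared on Agilent rice oligonucleotide microarrays, with 4 biological replicates in each group. On every array the RNA of the sample was labelled with Cy5 and hybridized together with a common well-watered shoot reference labelled with Cy3, without a dye swap. The 4 well-watered arrays lay on 1 slide and the 4 drought arrays on another, so slide and treatment coincide. In the Cy3 reference alone, 80 genes changed between the slides, against 10937 in Cy5 alone. The authors deposited the output of the scanner software, with the intensity of each spot in both dyes as scanned, the intensity of its local background, and a log10 ratio corrected by that software. In Cy5, between 36027 and 36752 spots per array were well above background, with a median of 36583 in the well-watered group and 36319 in the drought group. In Cy3 the number lay between 34235 and 35563. No spot was saturated on any array. The median Cy5 intensity was 1047 to 1228 on the well-watered arrays and 678.1 to 774.8 on the drought arrays, and the median Cy3 intensity was 366.3 to 424.3 over all 8.
Intensities were corrected for background by the normexp method with an offset of 50 and normalized within each array by loess. A gene was represented by its probe with the highest mean intensity over the arrays, and log2 ratios of drought and well-watered shoots were compared with limma's moderated test and Benjamini-Hochberg adjustment. The paper names limma and its empirical Bayes method without a threshold. Genes were called changed at an adjusted p under 0.05 with a log2 fold change over 1 or under -1, the colour limits of Fig. 3a. Of 28580 genes tested, 9922 changed, 4195 higher and 5727 lower in drought-treated shoots. The 2 groups did not overlap at 67% of genes, against 2.86% by chance. Log ratios of arrays within a group differed with an SD of 0.162 to 0.427 over all genes, and those of arrays from different groups with an SD of 1.47 to 1.62. Without the limit on fold change, the alternative that moved the counts most, 9731 genes were higher and 10264 lower. The balance turned with the scaling, to 7366 higher and 4543 lower with median centring of the arrays and to 7322 and 6531 with the scanner software's log ratios. Scaling on spike-in controls, a setting chosen after seeing the data, moved it the other way, to 2821 higher and 8233 lower. The number of arrays limits the precision of each value. The arrays of acetic-acid-treated plants were not analysed here.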

Consistent with the physiological changes induced in shoots of acetic-acid-treated rice plants (Fig. 1), activation of genes involved in ABA biosynthesis and its downstream signaling were observed in shoots of acetic-acid-treated plants. In fact, the acetic acid treatment triggered ABA accumulation in root and shoot (Supplementary Fig. S5 online). However, the profile of the activated genes was distinct from that induced by drought: many genes strongly activated by drought remained in an uninduced state in acetic-acid-treated plants (Supplementary Table S2 online). 

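All 45 ABA-related genes of Supplementary Table S2 were measured in drought-treated shoots. Of these, 21 were higher and 7 lower than in well-watered shoots. Adjusted over the list alone, the counts were again 21 and 7, which is not independent evidence where the study chose listed genes on these arrays. A further 12 genes had log2 fold changes from 0 to 1, and 5 lay between -1 and 0. The number of higher genes ranged from 16, with arrays scaled on spike-in controls (chosen after seeing the data) or genes tested against the fold change limit, to 28 on adjusted p alone. The median log2 fold change of the list was 0.75, or 0.94 without 3 genes that were not well above background on any array. With median centring it was 1.21, with the scanner software's log ratios 1.07 and with spike-in scaling 0.35. In a two-sided test of the list against all other genes (camera with a preset correlation of 0.01, adjusted over 10 lists), the ABA-related genes were shifted upward with an adjusted p of 0.0103. Of the 10 lists, camera placed ABA-related and heat shock protein genes higher and auxin-related and brassinosteroid-related genes lower. All 4 calls held in the fry test, which put every list past the threshold and so does not single them out. None of the 4 held with the correlation estimated from the arrays, where the adjusted p of the ABA-related genes was 0.443. With median centring it was 0.136, also not past the threshold, and over all alternatives it ranged from 3.78e-05 to 0.443.
The largest rise was that of OsPP2C9 (Os09g0325700), a protein phosphatase 2C, with log2 ratios to the reference of 1.21 ± 0.96 (SD, n = 4) in well-watered and 7.07 ± 0.32 (SD, n = 4) in drought-treated shoots. Its log2 fold change was 5.86 (standard error 0.41, adjusted p = 5.21e-07), and stayed between 5.44 and 6.21 with each array left out in turn. OsPP2C7 (Os05g0572700), also a protein phosphatase 2C, rose by 4.86 (standard error 0.15, adjusted p = 1.59e-09), while a second probe of the gene gave 1.40. OsABA8OX1 (Os02g0703600), on chromosome 2 of ASM3414082v1 from 29485737 to 29488529, had a log2 fold change of 4.06 (standard error 0.15, adjusted p = 5.24e-09). The largest falls were those of OsPLDα7 (Os06g0604300), OsPLDα6 (Os06g0604200) and OsABA2 (Os03g0810800). Their log2 fold changes were -4.48 (standard error 0.08, adjusted p = 6.42e-11), -4.36 (standard error 0.13, adjusted p = 1.05e-09) and -3.00 (standard error 0.12, adjusted p = 8.65e-09). OsPLDα7 was above background on 3 of the 4 drought arrays, and a second probe of OsPLDα6 gave -2.88. For OsABA2, drought replicate 4 lay at -2.59 and the others between -3.09 and -3.07. Groups without overlap were a condition for choosing these 6 genes.

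**Figure D1:**
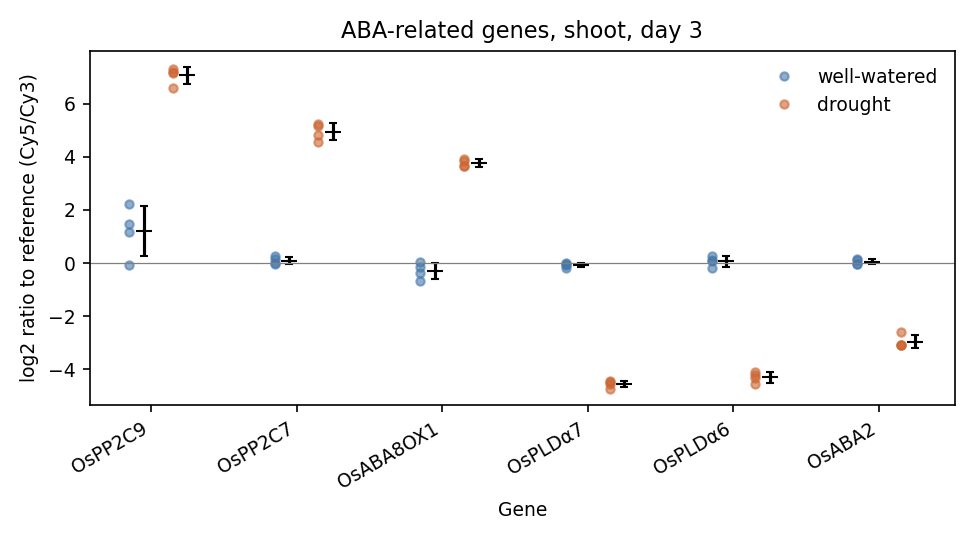
Log2 ratio of Cy5 to the common reference (vertical axis) for the 3 largest rises and 3 largest falls among the ABA-related genes, in 4 well-watered and 4 drought-treated shoots (points), with mean and SD (bars). The drought values of OsPP2C9 lie around a mean of 7.07 and its well-watered values around 1.21.

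Of the 21 genes higher in drought, 16 had log2 fold changes of 1 or less in the paper's reported values for all 4 shoot treatments, with acetic acid or potassium acetate on day 2 or day 4, though in only 1 of these, OsSAPK9, named after its values were seen, were all 4 values 0 or less. The other 5 were OsPP2C9, OsNCED3, OsPP2C5, OsPP2C2 and OsPP2C3, of which all but OsPP2C9 were singled out after their values were seen. No other gene of the list had a paper value over 1 in shoots. Across the 45 genes, Spearman's rho between the drought log2 fold change and the paper's acetate values was 0.428 for acetic acid on day 4 (two-sided permutation test, p = 0.0036, adjusted p = 0.0288 over 8 relations) and 0.376 for potassium acetate on day 4 (p = 0.0112, adjusted p = 0.0446). On day 2, rho was 0.263 (p = 0.0817, adjusted p = 0.163) and 0.229 (p = 0.131, adjusted p = 0.209). Genes are not independent replicates. From the genes that drought activated and acetic acid left uninduced, the paper reasons that the profile of ABA-related genes activated by acetic acid was distinct from that of drought.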

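Among the 34 JA-related genes of Supplementary Table S8, 5 were higher and 11 lower in drought-treated shoots, and the counts were equal when adjusted over the list alone, which is not independent evidence where the study chose listed genes on these arrays. Log2 fold changes between -1 and 0 were found for 13 genes. The median was -0.49. It was -0.51 without 1 gene dim in both groups, and -0.63 when 6 genes dim in 1 group were also set to the bound their signal allows. With median centring it was -0.09, and with spike-in scaling -0.96. Camera gave no shift of the list past the threshold (two-sided, adjusted p = 0.144), whereas fry placed it lower with an adjusted p of 6.27e-05, within a range of 6.27e-05 to 0.659 over all alternatives. On adjusted p alone, 8 genes were higher and 19 lower. The 5 higher genes were OsTIFY11c/JAZ11, OsTIFY11d/JAZ12, OsKAT, and OsJMT4 and OaAIM1, the last named after their values were seen.
OsTIFY11c/JAZ11 (Os03g0180900), on chromosome 3 of the gene table's build from 4247234 to 4248574, rose most, with a log2 fold change of 4.66 (standard error 0.30, adjusted p = 2.82e-07). OsTIFY11d/JAZ12 (Os10g0392400), on chromosome 10 from 13721408 to 13722573, followed with 4.00 (standard error 0.29, adjusted p = 7.91e-07). OsKAT (Os02g0817700) rose by 2.78 (standard error 0.18, adjusted p = 2.67e-07), and its other 3 probes gave 1.83 to 2.48. OsLOX2;4 (Os02g0194700) fell most, with a log2 fold change of -3.48 (standard error 0.68, adjusted p = 0.00103). Its drought replicates spread widely, at -3.74 ± 1.67 (SD, n = 4), against -0.26 ± 0.16 (SD, n = 4) in well-watered shoots. Without drought replicate 1 its log2 fold change was -2.71, and its second probe also gave -2.71. OsAOS2 (Os03g0767000) and OsJMT3 (Os06g0314600) had log2 fold changes of -2.67 (standard error 0.11, adjusted p = 8.13e-09) and -2.47 (standard error 0.16, adjusted p = 2.43e-07). The order of the falls differs from that in the paper's values, where OsJMT3 is at -3.75 and OsJMT5 at -4.09. OsJMT5, singled out after its values were seen, was at -1.96 here. In well-watered replicate 2, OsAOS2 lay at -0.30, and at 0.04 to 0.10 in the others.

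**Figure D2:**
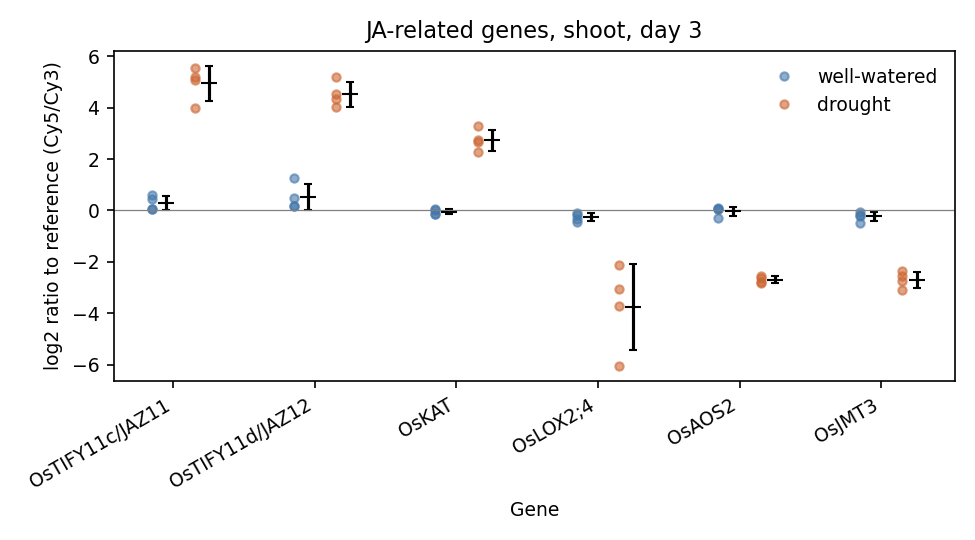
Log2 ratio of Cy5 to the common reference (vertical axis) for the 3 largest rises and 3 largest falls among the JA-related genes, in 4 well-watered and 4 drought-treated shoots (points), with mean and SD (bars). OsLOX2;4 has the widest spread in drought, with an SD of 1.67.

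Of the 8 JAZ/TIFY genes in the table, 2 were higher and 1 lower. The lower one was OsTIFY10b/JAZ7 (Os07g0615200), with a log2 fold change of -2.40 (standard error 0.17, adjusted p = 6.88e-07). OsTIFY11b/JAZ10 (Os03g0181100), a neighbour of OsTIFY11c on the chromosome, had a log2 fold change of -0.95 (standard error 0.34, adjusted p = 0.0286) with overlapping groups (exact two-sided permutation test, p = 0.0571). It reached -1.21 without well-watered replicate 4, also passed -1 without well-watered replicate 2 or drought replicate 2, and was -0.59 without well-watered replicate 1. OsTIFY10c/JAZ8 (Os09g0439200) had a log2 fold change of -0.73 (standard error 0.23, adjusted p = 0.0178), also with overlap (exact two-sided permutation test, p = 0.0857). Scaled on the spike-in controls, a setting chosen after seeing the data, these genes lay at -1.40 and -1.13. Their smallest falls over the alternatives were -0.32 for OsTIFY11b and -0.26 for OsTIFY10c.
The paper's reported shoot values exceeded 1 in at least 1 acetate treatment for 12 genes of the table, of which 3 (OsTIFY11c, OsTIFY11d and OsJMT4) were higher and 2 lower in drought, while 7 were not called changed. The 2 lower ones were OsLOX2;4, with a paper value of up to 1.24, and OsAOS1, whose log2 fold change in drought was -2.19 and whose highest paper value was 1.01. OsAOS1 was singled out after its values were seen. Genes lower in drought with a paper value over 1 numbered 4 with a normexp offset of 0 or the scanner software's log ratios, 5 with spike-in scaling and 6 on adjusted p alone. Across the 34 genes, Spearman's rho with the paper's acetic acid values was 0.0283 on day 2 (two-sided permutation test, p = 0.875, adjusted p = 0.933) and 0.211 on day 4 (p = 0.23, adjusted p = 0.307). For potassium acetate it was -0.0151 (permutation p = 0.933) and 0.326 (permutation p = 0.0613, adjusted p = 0.163). Over the alternatives, the day 4 rho ranged from 0.173 to 0.33 for acetic acid and from 0.284 to 0.428 for potassium acetate. Both were highest with the reference as the only control and lowest without dim probes.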

Activation of genes involved in JA biosynthesis and its signaling was also observed in shoots of acetic-acid-treated plants, but again the profile was distinct from that of drought treatment, and strong activation of JA-related genes that are repressed in drought-treated shoot was detected (Fig. 3a and Supplementary Table S8 online). In roots of acetic-acid-treated plants, most ABA-related genes remained uninduced but prominent activation of JA-related genes was detected. This suggests that acetic acid treatment activated JA signaling in roots and induced physiological changes in shoots that are partially similar to drought responses. Rapid accumulation of JA and JA-Ile in acetic-acid-treated roots supports activation of JA signaling by acetic acid treatment (Fig. 3b), whereas JA level was not substantially changed in shoot (Supplementary Fig. S6 online). Activation of genes encoding glutathione S-transferases and heat shock proteins, which respond to reactive oxygen species and denatured proteins, respectively, was observed in acetic-acid-treated rice plants, especially in root (Supplementary Tables S9 and S10 online). 

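Supplementary Table S11 was not used here, so genes encoding pathogenesis-related (PR) proteins were taken from the array annotation, where 64 measured genes carry the words pathogenesis-related. In drought-treated shoots 17 of them were higher and 11 lower, and the counts adjusted over the list alone were equal. The list holds 36 transcription factors with an ERF domain, of which 14 were higher and 6 lower. Without them, a choice made after the annotation was seen, 3 of 28 genes were higher (Os01g0382400, Os03g0663500 and Os12g0569500) and 5 lower (Os02g0786500, Os04g0165000, Os10g0147200, Os11g0706600 and Os12g0568900), named after their values were seen apart from Os01g0382400 and Os12g0568900. With chitinase, glucanase and thaumatin genes added, 47 of 188 were higher and 49 lower. The median log2 fold change of the 64 genes was -0.03 and the mean 0.21, so that median and mean differ in sign, and the median was 0.51 with median centring of the arrays, 0.26 with the scanner software's log ratios and -0.36 with spike-in scaling, where 18 genes were lower. Camera gave an upward direction (two-sided, adjusted p = 0.986) and fry a downward one with an adjusted p of 0.00344, within a range of 0.00344 to 0.998 over the alternatives. The largest rise was that of Os01g0382400, annotated as the precursor of PRB1-2, from 0.05 ± 0.78 (SD, n = 4) to 5.75 ± 0.50 (SD, n = 4), a log2 fold change of 5.70 (standard error 0.37, adjusted p = 3.36e-07). Os12g0568900, of the thaumatin family, fell most, with a log2 fold change of -4.17 (standard error 0.07, adjusted p = 5.54e-11).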

Genes encoding pathogenesis-related (PR) proteins were also induced by drought and acetic acid treatment, although the profiles of induced genes were not well correlated between drought and acetic acid treatments (Supplementary Table S11 online). These results support our interpretation that acetic acid treatment induces responses similar to those to drought stress through activation of JA signals.

**Figure 3:**
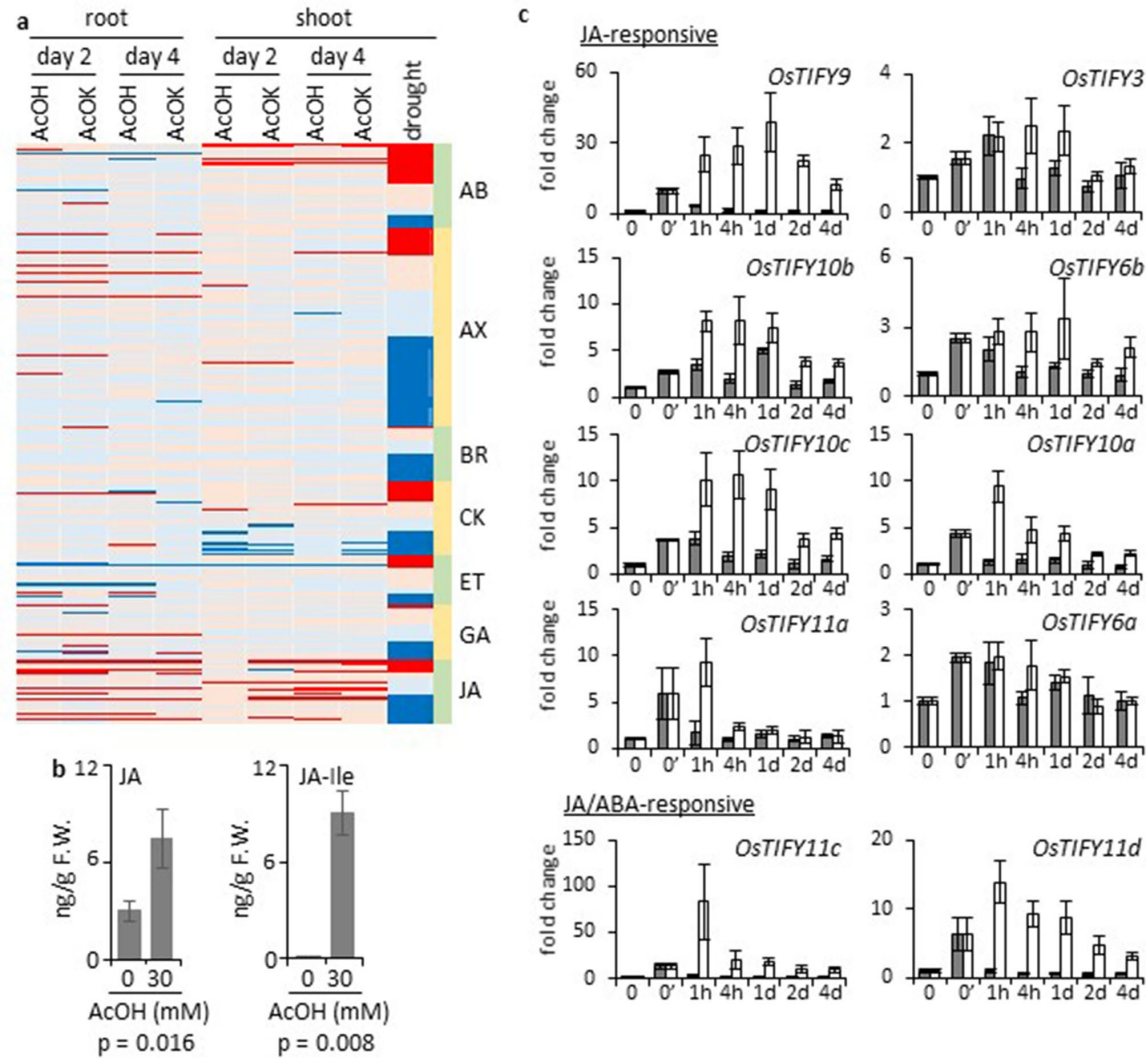
Jasmonate signaling is activated by acetic acid treatment of rice. (**a**) Microarray analysis was performed with RNA samples obtained from roots and shoots of rice seedlings treated with acetic acid (AcOH) or potassium acetate (AcOK) on day 2 and day 4 of the treatment. Data obtained with RNA prepared from shoots of rice seedlings under drought conditions was used for comparison. Changes in expression of genes involved in biosynthesis, signaling, or downstream effects of hormones [abscisic acid (AB), auxin (AX), brassinosteroid (BR), cytokinin (CK), ethylene (ET), gibberellin (GA), and jasmonic acid (JA)] are visualized as a heat-map (red; fold change ≥ 2, pale red; 1 < fold change < 2, pale blue; 0.5 < fold change < 1, blue; fold change ≤ 0.5). Genes related to each hormone were ordered according to their fold change under drought conditions. Details of genes and fold changes are shown in Supplementary Tables S2–S8 online. (**b**) Quantification of JA in acetic-acid-treated rice roots (30 min after application of acetic acid). Left, jasmonic acid; right, JA-Ile. Error bars, standard deviation; *n* = 6. Statistical significance was examined by t-test. F.W., fresh weight. (**c**) Expression analysis of *TIFY*/*JAZ* genes in acetic-acid-treated rice root by qRT-PCR. Two-week-old rice seedlings were treated with 30 mM acetic acid and total RNA was extracted from roots at the timepoint indicated (up to 4 days). Genes were classified as JA- or JA/ABA-responsive according to data in public databases (Supplementary Table S12 online). Gray bars, control water treatment; white bars, acetic acid treatment; 0, plants without treatment; 0′, plants after water draining; vertical axes, fold changes. Error bars, standard deviation; *n* = 3.

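Besides ABA and JA, the heat-map covers 5 hormones. Of 104 auxin-related genes, 12 were higher and 42 lower in drought-treated shoots, with a median log2 fold change of -0.50, and the camera test placed the list lower (two-sided, adjusted p = 0.00723). Brassinosteroid-related genes were also placed lower (adjusted p = 0.0121), with 1 gene higher and 16 lower of 29 and a median of -1.03. Of 39 cytokinin-related genes, 7 were higher and 13 lower, with a median of -0.02 and a mean of -0.46 (adjusted p = 0.893). The ethylene list had 5 genes higher and 5 lower of the 25 measured out of 26 (adjusted p = 0.533), and a median of 0.28. The higher ones were OsEIN3;1, OsEIN3;2, OsEIN3;3, OsEIN3;6 and OsACO2, and the lower ones OsACO3, OsACO5, OsACO7, OsETR1;2 and OsETR2;1, most of them named after their values were seen. Of 29 gibberellin-related genes, 2 (OsGA2ox7 and OsGID1, the latter named after its values were seen) were higher and 8 lower, with a median of -0.09 and an adjusted p of 0.533 as well. All of these counts were unchanged when adjusted over the list alone, which is not independent evidence where the study chose listed genes on these arrays. The medians of the auxin and brassinosteroid lists stayed negative under every scaling tried, while those of the cytokinin and gibberellin lists were 0.47 and 0.41 with median centring, and 0.30 and 0 with the scanner software's log ratios, and that of the ethylene list was -0.16 when scaled on spike-in controls, a setting chosen after seeing the data. Without genes dim in both groups, the medians were -0.65 for auxin, -1.05 for brassinosteroid, -0.18 for cytokinin, 0.39 for ethylene and -0.11 for gibberellin. Setting genes dim in 1 group to their bound then moved those of auxin (10 genes) to -0.66 and of gibberellin (3 genes) to -0.37.
The gene with the largest rise and the one with the largest fall in each list were chosen among changed genes with groups that do not overlap. The choice holds for the values found here. In the paper's values, the auxin-related OsPIN5a is at -5.62 and the gibberellin-related OsEUIL4 at -3.89, against -2.85 and -1.46 here. Both were singled out after their values were seen. The auxin-related genes were OsIAA18 (Os05g0523300), which rose by 3.15 (standard error 0.14, adjusted p = 1.51e-08), and OsPGP16 (Os04g0642000), with a log2 fold change of -4.24 (standard error 0.14, adjusted p = 2.98e-09) and a second probe at -2.55. OsBIN2/OsGSK1 (Os01g0296100) was the brassinosteroid-related gene that rose, by 1.12 (standard error 0.11, adjusted p = 6e-06). The mean of its probes was 0.77 and its value scaled on spike-in controls 0.74, neither past 1. OsBAS1L2/CYP734A6 (Os01g0388000) had a log2 fold change of -3.90 (standard error 0.09, adjusted p = 1.9e-10). Among cytokinin-related genes, OSIPT3 (Os05g0312000) rose by 2.89 (standard error 0.10, adjusted p = 3.05e-09). The log2 fold change of OsRR2 (Os02g0557800) was -5.02 (standard error 0.16, adjusted p = 2.36e-09), and -2.55 with its second probe. Among ethylene-related genes, OsEIN3;2 (Os03g0324300) rose by 3.51 (standard error 0.08, adjusted p = 1.91e-10), though its other 3 probes ranged from -0.03 to 3.58. In well-watered replicate 1 it lay at 0.21, and at -0.02 to 0.00314 in the others. OsETR2;1 (Os02g0820900) had a log2 fold change of -3.06 (standard error 0.09, adjusted p = 8.77e-10), with other probes from -3.21 to -0.39. OsGA2ox7 (Os05g0560900) rose by 3.03 (standard error 0.10, adjusted p = 3.29e-09). OsGA20ox2 (Os01g0883800), on chromosome 1 from 39012696 to 39015818, had a log2 fold change of -2.60 (standard error 0.11), and its other 2 probes gave -1.66 and -0.74.

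**Figure D3:**
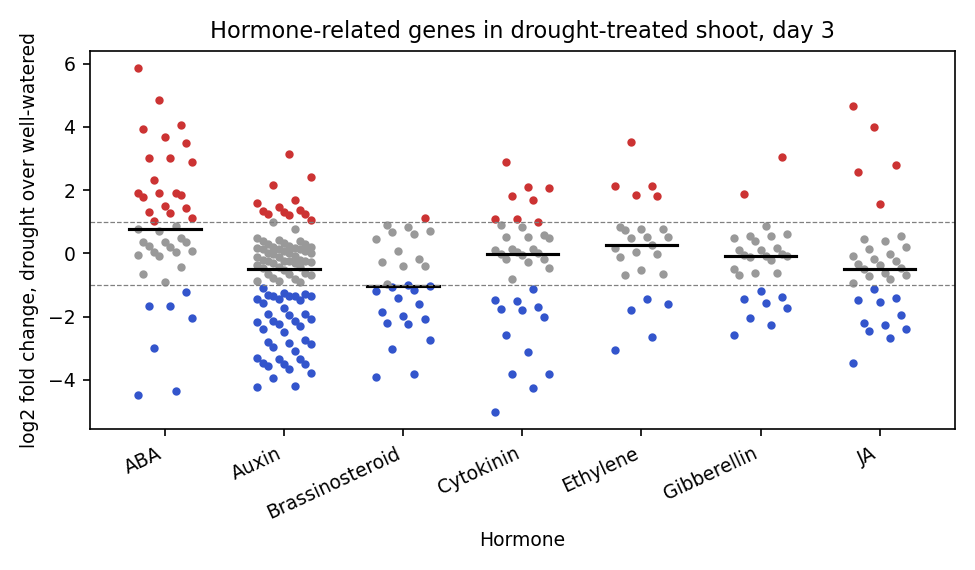
Log2 fold change in drought-treated over well-watered shoots (vertical axis) of each gene in the 7 hormone lists (points; red above 1, blue below -1, grey between), with the median of each list (black lines) and dashed lines at 1 and -1. The lowest of the 7 medians is that of the brassinosteroid-related genes, at -1.03.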

To further characterize the JA signals induced by acetic acid treatment in root, changes in expression of genes involved in JA-signaling were investigated in detail (Fig. 3c). JASMONATE ZIM-domain (JAZ)/TIFY proteins are transcriptional repressors that regulate JA signaling^8^. JAZ/TIFY proteins are degraded upon JA production through the action of SCF^COI^^1^ complex, resulting in activation of JA-responsive downstream genes, and *JAZ/TIFY* genes are then rapidly induced to re-establish the repressor complex by feedback loops^21^. The rice genome carries at least 16 *JAZ/TIFY* genes that can be classified into JA-inducible, ABA-inducible, and JA/ABA-inducible groups^22^ (Supplementary Table S12 online). The rice 44 k microarray contains 14 out of 16 *JAZ/TIFY* genes, and upregulation in root in response to acetic acid treatment was observed in 7 of these genes (Supplementary Table S12 online). In addition to activation of JA-responsive *TIFY* genes, prominent activation was observed in *TIFY11c* and *TIFY11d*, which are JA/ABA-responsive, suggesting that acetic acid treatment activates signals commonly induced by ABA and JA in root. *TIFY8* has the unique characteristic of being ABA-responsive but not JA-responsive, and activation of *TIFY8* was observed in shoot, but not in root, of acetic-acid-treated rice plants (Supplementary Table S12 online), indicating that activation of *JAZ/TIFY* genes was caused by JA, but not ABA in root. Quantitative RT-PCR indicated that activation of the *JAZ/TIFY* genes was induced within 1 h of acetic acid treatment, which is consistent with rapid accumulation of JA upon acetic acid treatment (Fig. 3b,c). An activated state of some, but not all, of the *JAZ/TIFY* genes was maintained for at least 4 days after the onset of acetic acid treatment and this correlates with the cumulative effect of acetic acid treatment on drought avoidance (Supplementary Fig. S3 online).

Dehydration responsive element binding (DREB) proteins are a group of transcription factors that function in abiotic stress responses in both an ABA-dependent and -independent manner^23,24^ (Supplementary Table S13 online). Strong induction of two *DREB* genes (*LOC_Os08g43200* and *LOC_Os08g43210*), tandemly located on chromosome 8, was observed in roots of acetic-acid-treated rice plants. Both activated *DREB* genes are JA/ABA-inducible (Supplementary Table S13 online), supporting the above interpretation in which signals induced by JA in root are activated by acetic acid treatment.

### Activation of jasmonate signaling in root confers drought avoidance in rice

To further examine involvement of root JA signaling in drought avoidance of rice, we analyzed a mutant of JA signaling at the root tip. We previously reported a rice mutant showing elevated salt sensitivity, and identified the causal mutation in the *RSS3* gene encoding a putative repressor of JA signaling in the root tip^25^. Among seven *JAZ* genes activated by acetic acid in roots (Supplementary Table S12 online), five were activated in root tips of *rss3* upon salt treatment (Supplementary Table S14 online), indicating that the JA signaling pathway induced by acetic acid in roots partially overlaps that regulated by RSS3. Indeed, *rss3* showed better survival under drought without acetic acid treatment (Fig. 4a). As seen in acetic-acid-treated wild-type plants, xylem sap flow rate was reduced in *rss3* under well-watered conditions (Fig. 4b); however, no difference in xylem sap pH was observed between wild-type and *rss3* under well-watered conditions (Fig. 4c). The pH of xylem sap in *rss3* was elevated upon acetic acid treatment. Thus, alkalization of xylem sap requires signals that are distinct from those induced by the *rss3* mutation, and this property is not essential for conferring drought avoidance. Involvement of acetic-acid-induced JA signaling in drought avoidance was further confirmed by Me-JA treatment (Supplementary Fig. S7 online).

**Figure 4:**
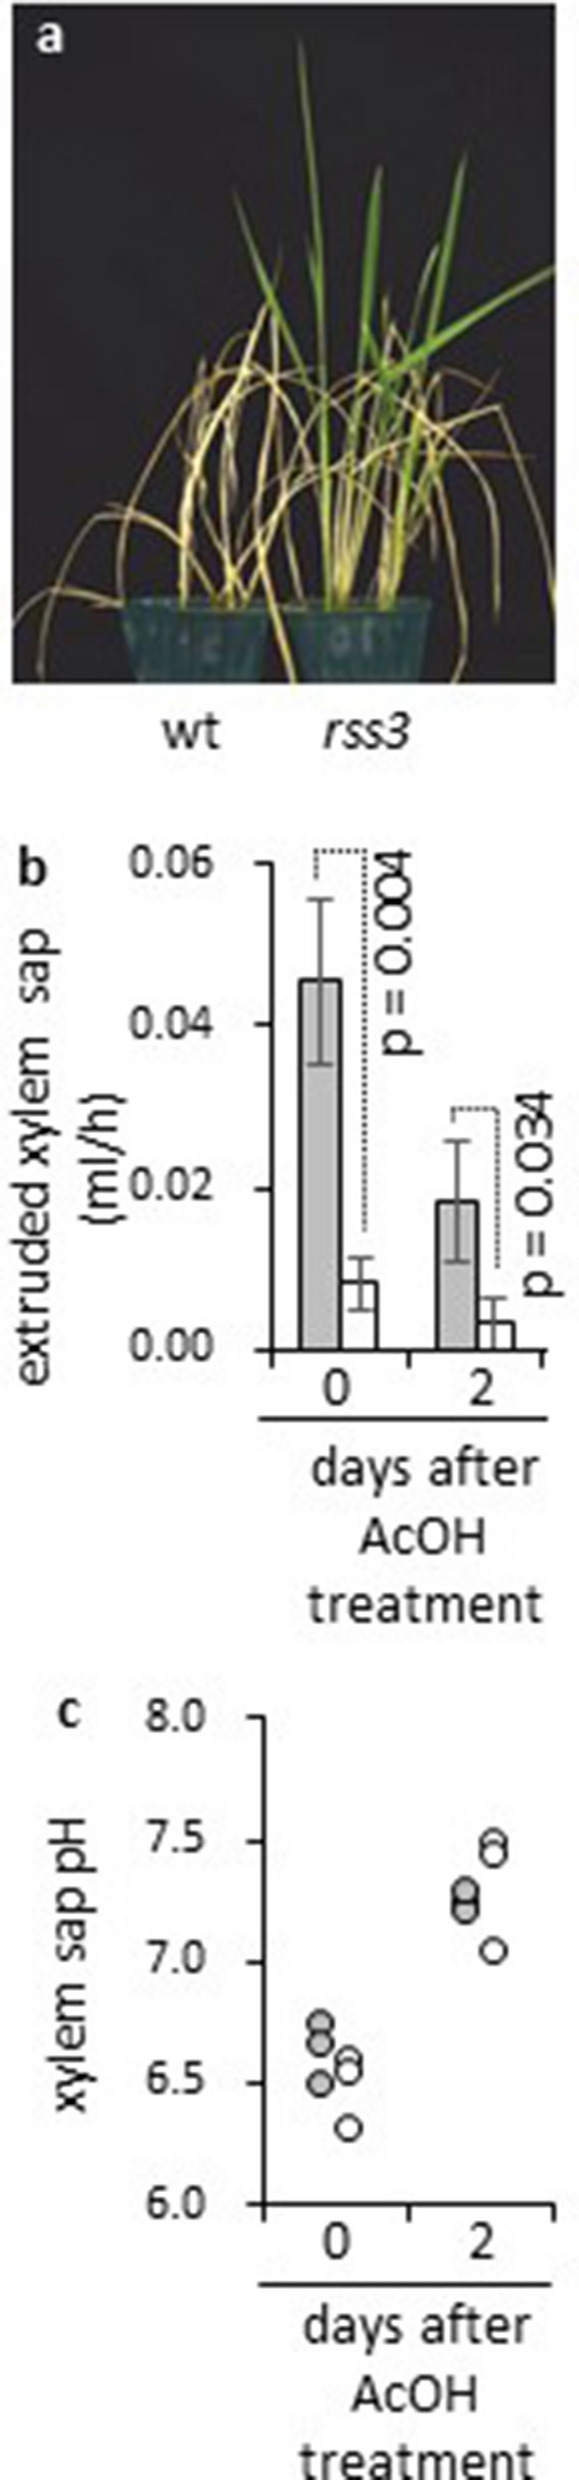
A mutant deficient in repressive regulation of JA signaling in root tip shows drought avoidance. (**a**) Wild-type and *rss3* were grown for 16 days, then subjected to drought conditions for 4 days followed by cultivation for 10 days under well-watered conditions. (**b**) Flow rate of xylem sap in wild-type (gray) and *rss3* (white) was examined before and after treatment with 30 mM acetic acid for 2 days. *n* = 3; error bars, standard deviation. Statistical significance was examined by Student’s t-test. (**c**) Xylem sap pH of wild-type (gray) and *rss3* (white) was examined before and after treatment with 30 mM acetic acid for 2 days (*n* = 3).

### Acetic-acid-induced signals attenuate ABA and JA signaling in shoots under subsequent drought conditions

To investigate the effect of acetic-acid-induced JA signaling on drought responses, expression of representative genes involved in ABA responses was analyzed, and the results showed that acetic acid treatment attenuated expression of most ABA-inducible genes in shoots under subsequent drought conditions^26–29^ (Fig. 5). All these genes remained in an activated state in shoots under drought without acetic acid treatment for up to at least 3 days (Supplementary Table S15 online). 

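On day 3 of drought without acetic acid treatment, 3 of the genes in Fig. 5 were matched to a locus on the arrays. OsTIFY11c had a log2 ratio to the reference of 0.30 ± 0.28 (SD, n = 4) in well-watered and 4.96 ± 0.68 (SD, n = 4) in drought-treated shoots. OsbZIP23 (Os02g0766700), on chromosome 2 from 32771925 to 32776987, had 0.25 ± 0.11 (SD, n = 4) in well-watered and 2.08 ± 0.23 (SD, n = 4) in drought-treated shoots, a log2 fold change of 1.83 (standard error 0.12, adjusted p = 2.38e-07). OsbZIP46 (Os06g0211200) was at -0.06 ± 0.10 (SD, n = 4) in well-watered and 0.80 ± 0.15 (SD, n = 4) in drought-treated shoots. Its log2 fold change was 0.86 (standard error 0.09, adjusted p = 1.17e-05), which did not pass the limit of 1, and its second probe gave 0.69. With median centring it was 1.1, past the limit, and scaled on spike-in controls it was 0.24. Drought replicate 1 lay at 1.03 and the other drought replicates between 0.70 and 0.75. All 4 drought values lay over all 4 well-watered values in each of the 3 genes (exact two-sided permutation test, p = 0.0286). OsDREB1A, OsLEA3 and OsLti6a were not matched to a single locus and are not reported.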

Among the ABA-responsive genes examined here, *OsbZIP46* was exceptional: accumulation of *OsbZIP46* mRNA was not changed significantly by acetic acid treatment, whereas expression of *OsbZIP23*, a closely related transcription factor gene, was strongly reduced compared with that of other ABA-responsive genes. Activation of *OsbZIP46* in acetic-acid-treated rice shoots under subsequent drought conditions indicated that reduced water loss in the acetic-acid-treated plants (Fig. 1a) was not the major factor for the observed attenuation of ABA-responsive genes. *OsTIFY11c* and *OsDREB1a*, which were activated by acetic acid treatment (Fig. 3; Supplementary Tables S12 and S13 online), were kept activated in roots under subsequent drought conditions, but their expression was repressed in shoots of acetic-acid-treated plants. Furthermore, no significant changes in the ABA-responsive genes examined here were detected in root of acetic-acid-treated plants (Fig. 5). The results suggest that activation of acetic-acid-induced JA signaling in root modulates ABA-responses in shoot under subsequent drought conditions and confers drought avoidance in a manner partially independent of ABA signaling. Consistent with this notion, the observed reduction in transpiration upon acetic acid treatment was attenuated in shoots of *rss3* in which a subset of JA signaling is activated in the root tip (Supplementary Fig. S8 online; Toda et al.^25^).

**Figure 5:**
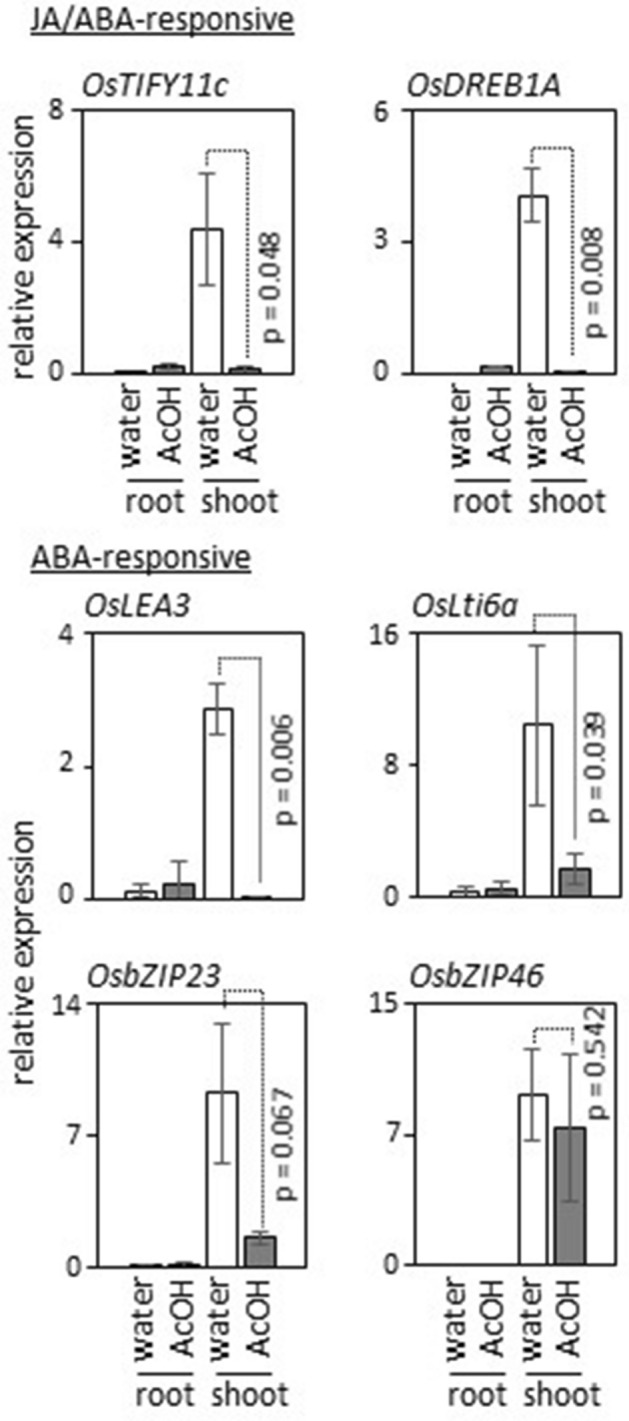
Attenuated responses of JA and ABA signaling under subsequent drought conditions. Expression levels of JA/ABA- and ABA-responsive genes in root and shoot at 1 day of drought treatment following water (white bars) or acetic acid (grey bars) treatment were analyzed by quantitative RT-PCR. Relative expression levels were calculated using *25S rRNA* as a control. *OsTIFY11c* and *OsDREB1A* are JA- and ABA-responsive genes. *OsLEA3*, *OsLti6a*, *OsbZIP23*, and *OsbZIP46* are ABA-responsive genes. Primers used are listed in Supplementary Table S17 online. Statistical significance was examined by Student’s t-test. *n* = 3.

## Discussion

Our previous study showed that acetic acid enhances drought avoidance and that activation of JA signaling is a key event for the enhancement in *Arabidopsis*^15^. In this study, however, it appeared that the action of acetic acid on induction of JA signals is quite different in rice, indicating differences between the two model plants. Direct induction of JA-responsive genes by acetic acid treatment was not observed in *Arabidopsis*, and subsequent drought treatment was required for induction of the JA-responsive genes. These data suggest that acetic acid functions to prime JA-responsive genes in *Arabidopsis*^15,30^. The discrepancy might be ascribed to differences in culture conditions of Arabidopsis and rice, respectively. For rice, plants were grown under anaerobic conditions in soil-containing pots that were soaked in acetic acid solution (see “Methods”), whereas *Arabidopsis* plants were grown in soil under aerobic conditions^15^. Although acetic acid solution is expected to be buffered by absorbing to soil (Supplementary Fig. S2 online), large excess volumes of acetic acid solution relative to soil would be much more effective for incorporation into rice roots than was the case for *Arabidopsis* in our study.

In *Arabidopsis*, carbon atoms of exogenously applied acetic acid are incorporated into histones, possibly as acetyl groups at histone N-terminal polypeptides, and may contribute to activation of genes for drought tolerance^15^. In rice, exogenously supplied acetic acid was converted to glutamine within 7 h and transferred to shoot through xylem (Fig. 2). Since glutamine is the most abundant amino acid in rice xylem^19^ (Supplementary Table S1 online), and the concentration of glutamine in xylem sap of acetic-acid-treated rice plants is not significantly different from that of control plants (Supplementary Table S1 online), the role of exogenously applied acetic acid in induction of drought avoidance in rice would not function via histone acetylation as suggested in *Arabidopsis*. Acetic acid is incorporated into root cells as acetate anion and may induce membrane depolarization, which is also induced by herbivore attacks, and subsequently induces JA biosynthesis^31^. Elevation of potassium and sodium ions in xylem sap of acetate-treated rice plants might correlate with the disturbance of ion balance by acetate anion (Supplementary Table S16 online). Further analysis is needed towards understanding the mechanism of acetic acid-induced JA signal activation.

JA production and activation of JA signaling genes were induced within 1 h of acetic acid treatment in root, but a 2-day acetic acid treatment is insufficient to confer drought avoidance in rice (Fig. 3b,c; Supplementary Fig. S3 online). We also noticed that draining water from soil before acetic acid treatment induces weak and transient JA responses in root, but again not enough to induce improved survival under subsequent drought (Fig. 3c; Supplementary Fig. S3 online). These observations could be explained by postulating cumulative effects of acetic acid on physiological or morphological changes induced during the treatment. A schematic model of the possible effects of acetic acid treatment leading to drought avoidance is shown in Fig. 6. In this model, acetic acid induces JA signaling and ABA accumulation in root and results in pseudo-drought responses including decrease of xylem flow from root to shoot and transpiration rate, and alkalization of xylem sap. At least decrease of transpiration rate could be mediated by JA/ABA signaling in shoot because JA signaling induces stomatal closure mediated by ABA^32^. Such physiological changes lead to drought avoidance. This model reminds us “priming”, The priming is a mechanism which leads to a physiological state that enables plants to tolerate to future stress triggered by pretreatment of environmental stresses and chemicals^33,34^. Under drought condition, in acetic-acid-treated plants, JA/ABA signaling was moderated compared to control plants (Fig. 5). Such weakened response to stresses is known as a feature in primed plants^35^. Signaling molecule transmitted from root to shoot for inducing the pseudo-drought response is still missing. Acetic acid itself should not be the candidate of the signaling because our experiment using methyl-^13^C-labeled acetic acid revealed the majority of acetic acid was metabolized into glutamine. Analysis of candidates for long-distance signaling, such as electrical signal^36,37^ in systemic response, conjugates of ABA^38^ and small peptides for ABA biosynthesis^39^ would provide a clue to understand the mechanism of acetic-acid-induced pseudo-drought response.

**Figure 6:**
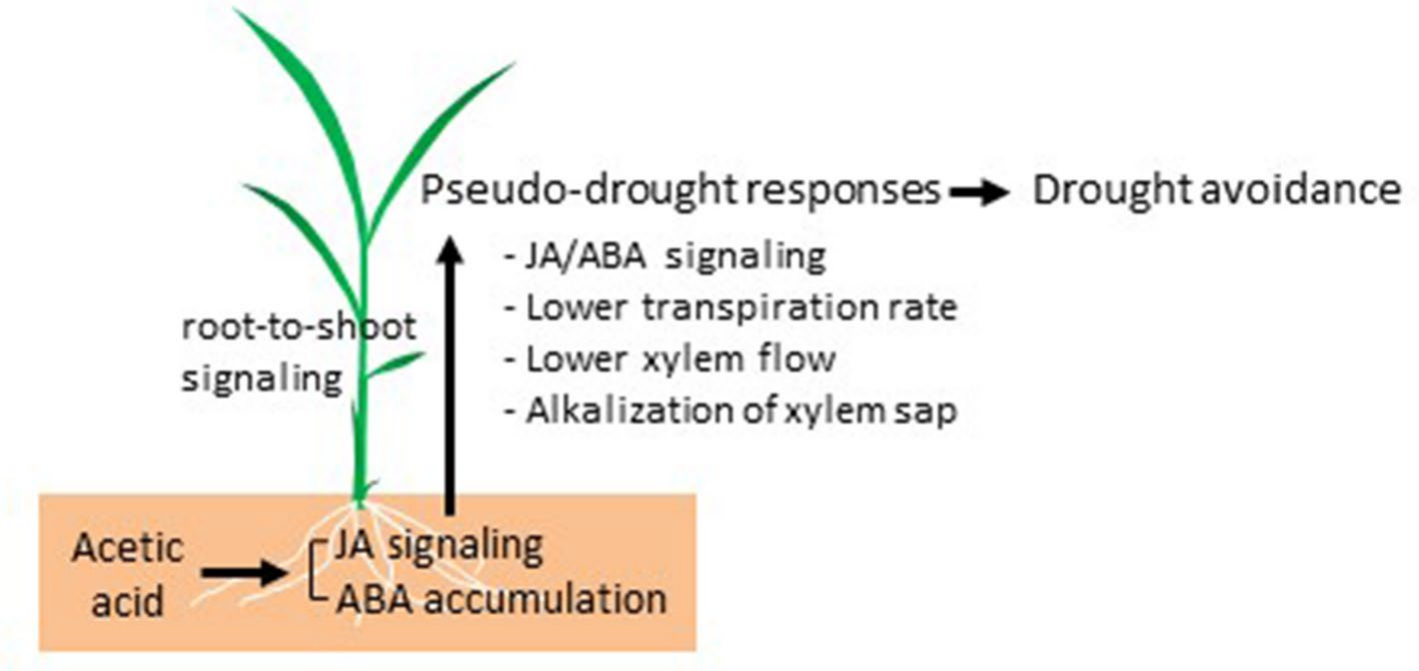
Schematic model of drought avoidance in rice plants treated with acetic acid. Acetic acid treatment of rice root induces the JA signaling and ABA accumulation in root. This event triggers pseudo-drought responses in shoot through unidentified root-to-shoot signaling. The JA/ABA signaling and induced physiological changes confer drought avoidance to rice plants.

Among 20 *JAZ/TIFY* genes in the rice genome, 5 (*TIFY10b*, *10c*, *11b*, *11c*, and *11d*) were detected as commonly activated in acetic-acid-treated and *rss3* roots (Supplementary Tables S12 and S14 online). All these *JAZ/TIFY* genes are JA responsive, whereas only *TFY11c* and *TIFY11d* are responsive to both ABA and JA (Supplementary Table S12 online). It is worth noting that the two *DREB* genes strongly activated by acetic acid treatment are responsive to both ABA and JA (Supplementary Table S13 online). Considering the observed attenuation of ABA signaling under drought conditions following acetic acid treatment (Fig. 5), activation of ABA/JA-responsive *TFY11c*, *TIFY11d*, and the two *DREB* genes might act to converge JA and ABA signals and bypass drought-responsive ABA pathways. Downregulation of ABA-responsive genes observed in the root tip of *rss3* supports the antagonistic action of JA on ABA signaling in root^25^.

Suppression of ABA signaling by immune signaling has been observed in plants^40,41^, indicating that the effect of acetic acid on reduced expression of ABA-dependent genes under subsequent drought conditions could partially mimic biotic stress responses, and that acetic acid might have the effect of promoting crosstalk between biotic and abiotic stress responses. Another possibility is that acetic-acid-induced JA-signaling might reflect perception of as yet uncharacterized biotic or abiotic stimuli. In the paddy field, acetic acid (and many other organic compounds) are produced by bacteria that ferment various organic matters under anaerobic conditions. It would be beneficial to plants to utilize chemicals produced by cohabitating and symbiotic microorganisms, not only as energy sources but also as activators for promoting growth and tolerance to environmental stresses^42,43^. Low molecular weight organic compounds that exhibit beneficial effects on plant growth have been reported^44–46^ and it would be important for sustainable agriculture to address whether the effects of these various compounds on plant growth and defense is specific, or if they share common JA signaling pathways. Although the detailed mechanisms remain to be unravelled, the findings presented here already suggest that treatment with simple, easily available and low cost compounds could have hitherto unforseen beneficial effects on the growth of important crop plants.

## Methods

### Evaluation of acetic acid-induced improvement of survival under drought

Rice plants were grown in well-watered conditions (30 °C, 14 h light/10 h dark, approximately 150 ml soil/pot) for 2 weeks. Treatment of seedling roots with 30 mM acetic acid or potassium acetate and evaluation of drought avoidance were performed as described previously^15^.

### Measurement of physiological effects of acetic acid treatments

Water content of acetic acid-treated plants under subsequent drought condition (4 days) was measured by subtracting lyophilized plant weights from the corresponding fresh plant weights. Transpiration rate and photosynthetic activity of plants under acetic acid treatment were measured using a LI-6400 portable photosynthesis system (LI-COR, Lincoln, NE, USA). The flow rate of xylem sap in plants under acetic acid treatment was determined by measuring the volume of xylem sap exuded in 30 min from the shoot, cut at approximately 1 cm above the soil surface. Leaf surface temperature was measured with a Thermo Tracer (TH9100MJN, NEC, Japan).

### NMR experiments

Two-week-old plants were treated with acetic acid-2-^13^C (Sigma-Aldrich, 279,307) for 7 h or 2 days. Xylem sap was collected as described above. 1D ^13^C NMR spectra were recorded in 10% D_2_O on a Bruker Avance 500 spectrometer operating at 125.77 MHz at 25 °C. 2D COSY (homonuclear shift correlation) and ^13^C HMBC (heteronuclear multi quantum coherence) spectra were recorded in 10% D_2_O on a Bruker Avance 600 spectrometer operating at 600 and 150 MHz for ^1^H and ^13^C, respectively, at 25 °C. 2D COSY spectra were recorded with 16 transients over 128 increments (zero-filled to 1 K) and 2 K data points with spectral widths of 6009 Hz. The repetition time was 2.0 s. Phase-sensitive ^1^H-detected ^13^C-HMQC spectra were recorded with 40 transients over 200 increments (zero-filled to 1 K) and 2 K data points with spectral widths of 7 kHz in *F*2 and 15 kHz in *F*1. The repetition time was 1.0 s. The delays were adjusted according to a coupling constant 1* J* (CH) of 145 Hz. Chemical shifts are expressed in δ (ppm) values relative to TMS as external reference.

### Microarray and expression data

Acetic acid treatments were performed as described above. For drought treatment, pots containing 2-week-old plants were drained and grown without water supply for 3 days. Total RNA was extracted by RNeasy Plant Mini Kit (QIAGEN, Hilden, Germany) from shoot and root separately on day 2 and day 4 of the acetic acid treatments, or on day 3 of drought treatment without acetic acid treatment. Microarray analyses were performed as described previously^25^ with a rice 44 k microarray (Agilent GEO platform GPL6864). Raw data obtained in a microarray scanner were processed with the Limma package in Bioconductor^47^, and differentially expressed genes were detected by an empirical Bayes method equipped in Limma^4﻿8﻿^. Data for ABA- and/or JA-inducibility of *JAZ*/*TIFY* genes in rice root and shoot were retrieved from RiceXPro (http://ricexpro.dna.affrc.go.jp/) and TENOR (http://tenor.dna.affrc.go.jp/). Accession numbers of the microarray data are as follows: GSE41442 for NaCl-treated *rss3* root tip^25^; GSE115825 for acetic-acid- or potassium-acetate-treated rice shoots and roots; GSE115826 for rice shoots under drought.

### Quantification of JA and JA-Ile

Two-week-old rice plants grown on soil were treated with 30 mM acetic acid for 30 min as described above. Roots were harvested, ground to a fine powder, and subjected to extraction and quantification of jasmonates as described previously with slight modification^49^. Briefly, the concentrated sample was subjected to LC–ESI–MS/MS, which was composed of a quadrupole tandem mass spectrometer (API-3000) with an electrospray ion source and an Agilent 1100 HPLC instrument (Agilent Technologies, Palo Alto, CA, USA) equipped with a CAPCELL CORE C18 column (length 50 mm, diameter 2.1 mm; OSAKA SODA CO., LTD Osaka, Japan). The solvents used for both columns were water (A) and acetonitrile containing 0.1% (v/v) acetic acid (B), respectively. A 15-min linear gradient (3–70% B) was applied just after sample injection (flow rate 0.2 ml min^−1^). The multiple reaction-monitoring mode was used in ESI–MS/MS to monitor precursors and products. JA and JA-Ile were analyzed in the negative ion mode with nitrogen as the collision gas. JA, [^2^H_2_]-JA, JA-Ile and [^13^C_6_]-JA-Ile were determined with combinations of m/z 209/59, m/z 211/59, m/z 322/130, and m/z 328/136, respectively.

### Quantification of ABA

ABA was extracted and semi-purified as previously described^50,51^. ABA was quantified with a ultra-high performance-liquid chromatography (UHPLC)-electrospray interface-quadrupole-orbitrap mass spectrometer (UHPLC/Q-Exactive™; Thermo Scientific) as described previously^52^ with an ODS column (AQUITY UPLC BEH C18 1.7 µm, 2.1 × 100 mm, Waters).

### qRT-PCR

Total RNA was extracted with the TriPure Isolation Reagent (Roche, Basel, Switzerland) and subjected to DNA digestion by treatment with RNase-free DNase I (TAKARA Bio, Kusatsu, Japan). One microgram of total RNA was reverse-transcribed with anchored-oligo (dT) 18 primers and random hexamers using Transcriptor first-strand cDNA synthesis kit (Roche, Basel, Switzerland) and quantitative PCR analysis was performed using SYBR Premix Ex Taq II (TAKARA Bio, Kusatsu, Japan). Expression levels of target genes were estimated relative to that of 25S ribosomal RNA and shown in fold changes from those at time 0 for Fig. 3c. All assays were performed using three biological replicates. Primers used are listed in Supplementary Table S17 online.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

The datasets generated during and/or analysed during the current study are available with the corresponding author, and can be accessed on reasonable request.

# Supplementary material for: Acetic-acid-induced jasmonate signaling in root enhances drought avoidance in rice
**Source:** Sci Rep. 2021 Mar 18;11:6280. doi: 10.1038/s41598-021-85355-7
**Supplement:** Supplementary file 1 — Supplementary Information 1.

# **Acetic-acid-induced jasmonate signaling in root enhances drought avoidance in rice**

Daisuke Ogawa, Yuya Suzuki, Takayuki Yokoo, Etsuko Katoh, Miyu Teruya, Masayuki Muramatsu, Jian Feng Ma, Yuri Yoshida, Shunsaku Isaji, Yuko Ogo, Mitsue Miyao, Jong-Myong Kim, Mikiko Kojima, Yumiko Takebayashi, Hitoshi Sakakibara, Shin Takeda, Kazunori Okada, Naoki Mori, Motoaki Seki, Yoshiki Habu

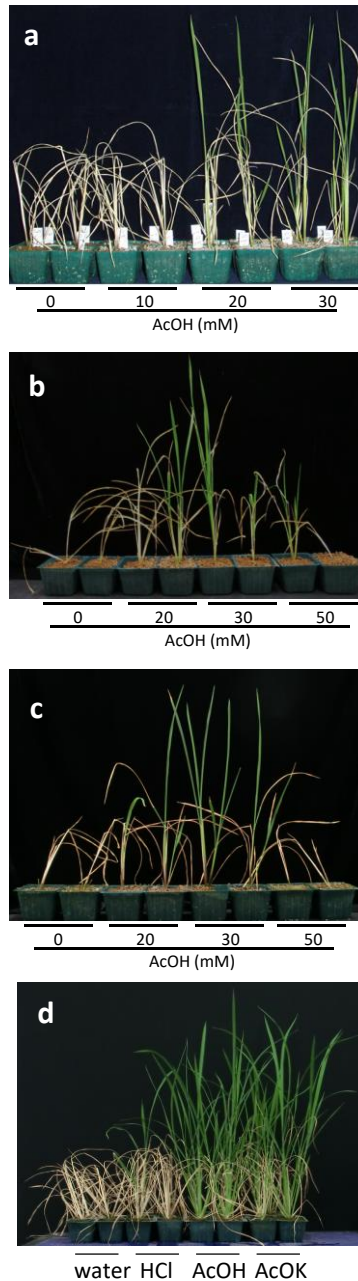

**Supplementary Figure S1. Acetic acid confers drought avoidance to various rice.**

Two-week-old rice plants were treated with acetic acid for 4 days, subjected to drought stress for successive 4 days, and rewatered for 10 days. **a**, Nipponbare; **b**, IR64; **c**, NERICA 1. **d**, Two-weeks-old rice plants (Nipponbare) were treated with water, 30 mM HCl, 30mM acetic acid or 30 mM potassium acetate for 4 days and then the plants were incubated under drought conditions for 4 days. After the drought treatment, plants were rewatered for 8 days.

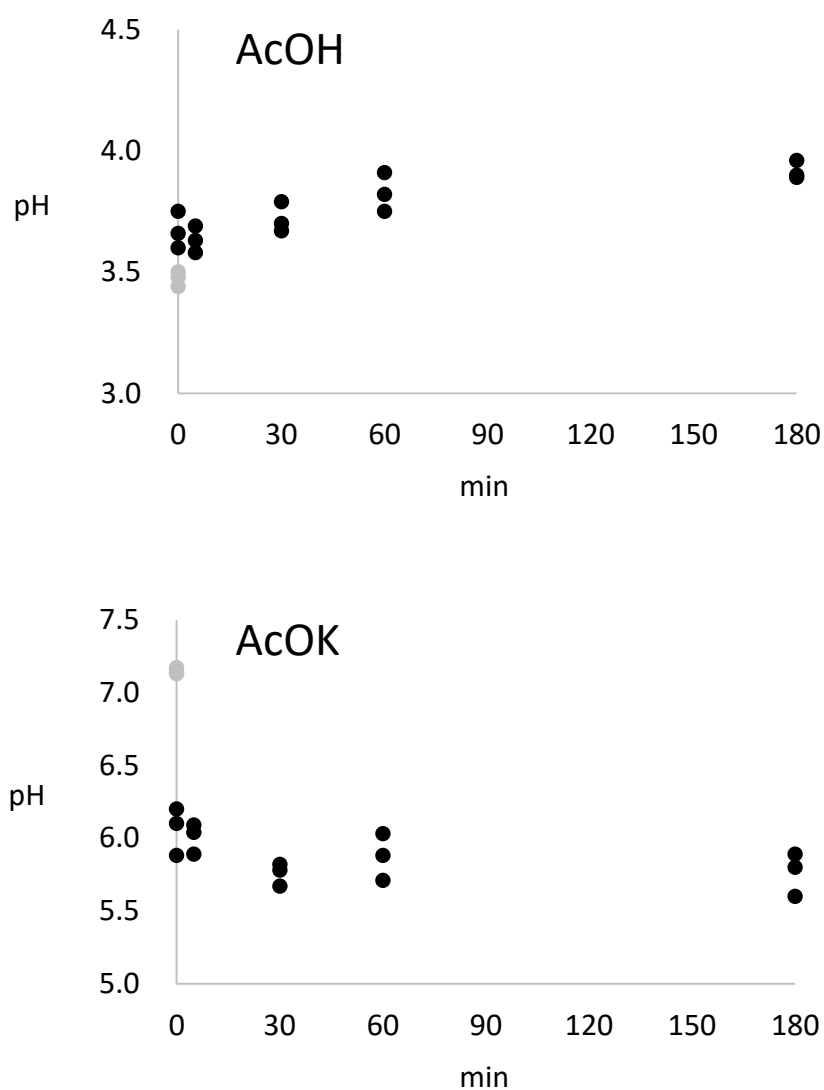

**Supplementary Figure S2. Changes in pH of acetic acid and potassium acetate solutions during treatment of planted rice.**

Rice plants (Nipponbare) were grown on soil (BonSol No.2, Sumitomo Chemicals, Tokyo, Japan) in square pots (6 cm x 6 cm x 5 cm, 1 plant per pot) for 2 weeks. Six pots were placed in a vat (21.5 cm x 8.5 cm x 5 cm) containing 1 liter of water. For acetic acid (AcOH) or potassium acetate (AcOK) treatment, pots were taken out of the vat, drained on a stack of paper towels for 20 min, and transferred to vats containing 1 liter of water, 30 mM acetic acid, or 30 mM potassium acetate. pH was measured at time points indicated in the graphs. gray, pH of 30 mM acetic acid (upper) or potassium acetate (lower) solution without soil; black, pH of 30 mM acetic acid (upper) or potassium acetate (lower) solution with soil.  $n = 3$  vats.

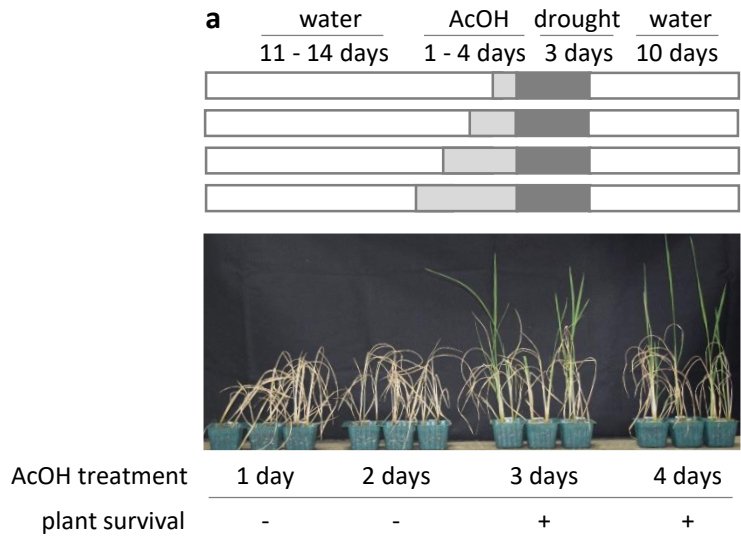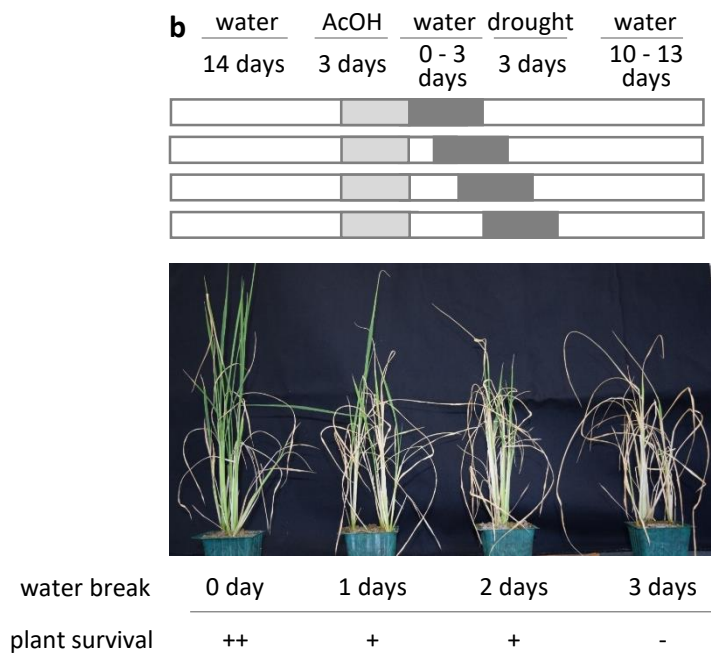

**Supplementary Figure S3. Effects of acetic acid on drought avoidance is cumulative and transient.**

**a.** Eleven- to 14-days-old rice plants were treated with 30 mM acetic acid (AcOH) for 1 to 4 days and then grown without water supply for 3 days before rewatering. Survival of treated plants were counted on 10 days after rewatering. +, survived; -, died.

**b.** Two-weeks-old rice plants were treated with 30 mM acetic acid for 3 days. Water was supplied to the plants at 0 to 3 days and grown without water supply for 3 days before rewatering. Survival of treated plants were counted on 10 - 13 days after rewatering. ++, vigorous; +, survived; -, died.

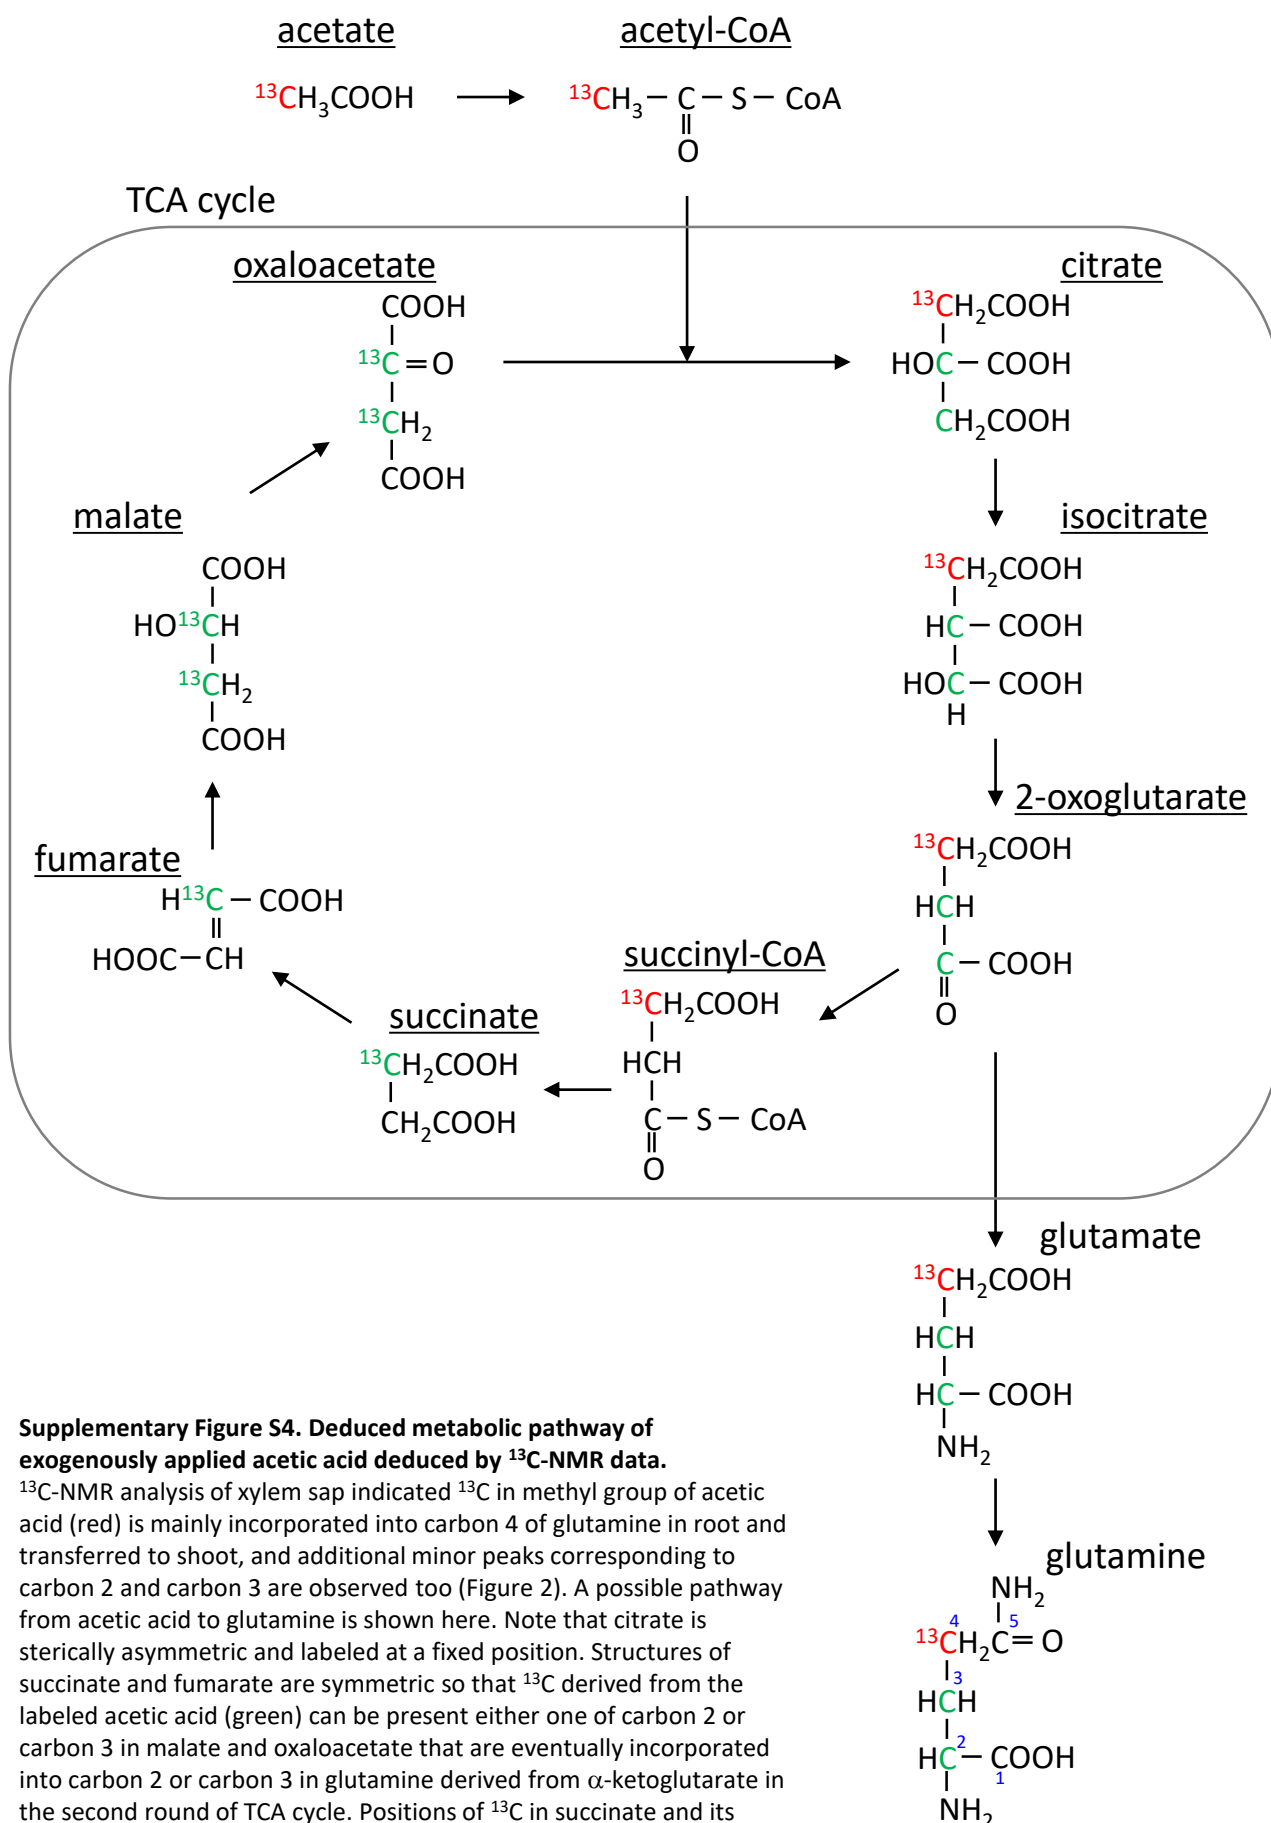

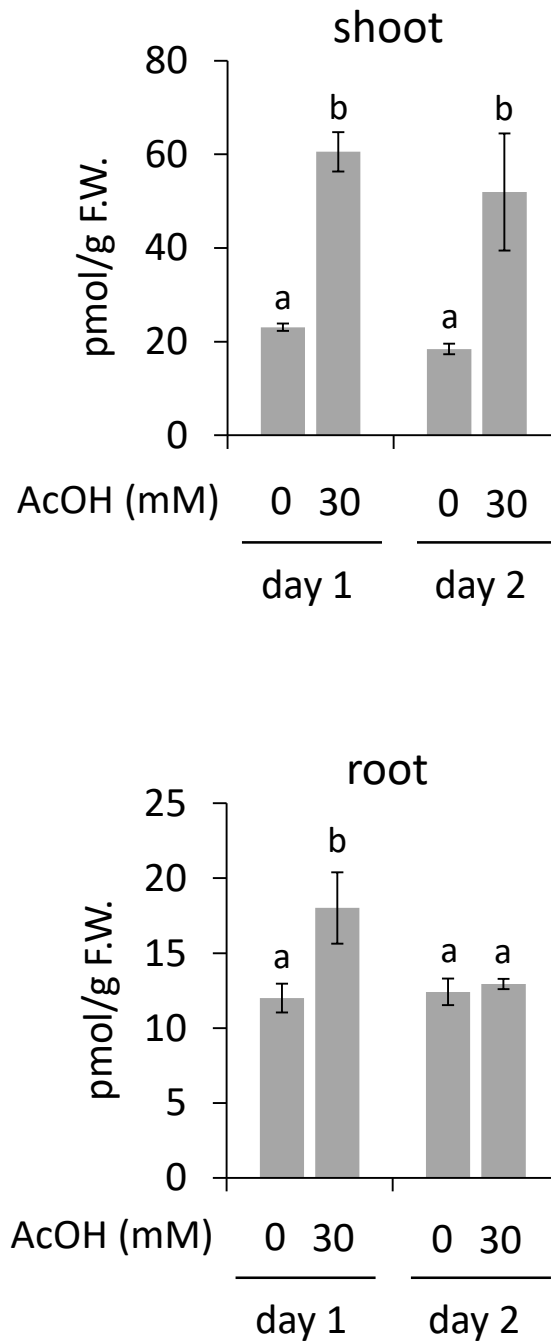

**Supplementary Figure S5. Accumulation of ABA in shoot and root of acetate-treated rice plants.**

Quantification of ABA in acetic-acid-treated rice shoots (days 1 and 2 after application of acetic acid). Upper, shoot; lower, root. Error bars, standard deviation;  $n = 4$ . Two-week-old wild-type plants were used. Statistical significance was examined by Tukey test ( $p < 0.01$ ). F.W., fresh weight.

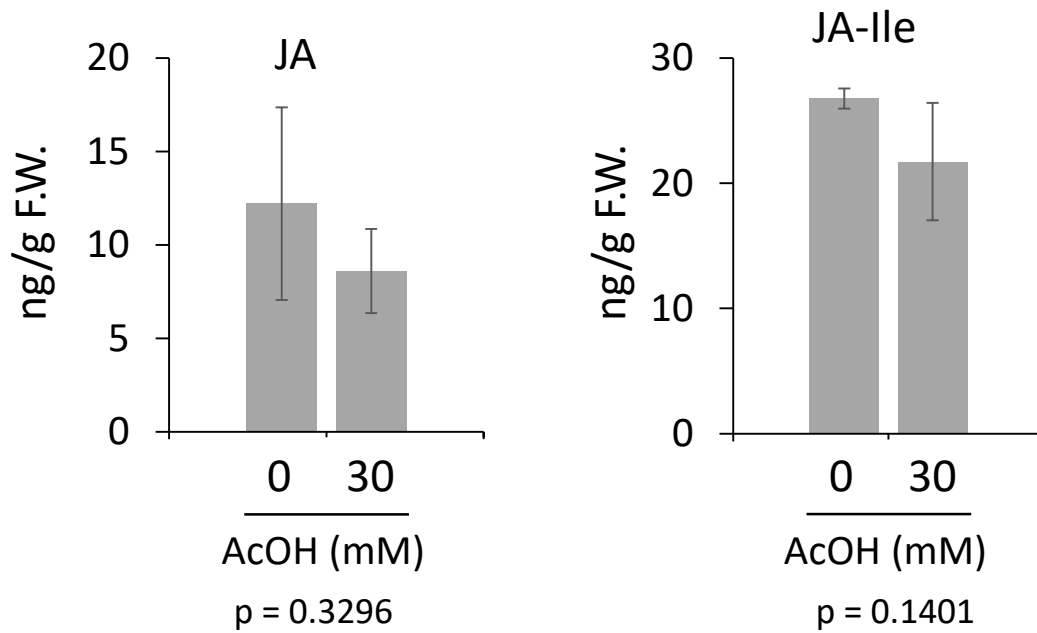

**Supplementary Figure S6. Accumulation of JA and JA-Ile in shoot of acetate-treated rice plants.**

Quantification of JA in acetic-acid-treated rice shoots (30 min after application of acetic acid). Left, JA; right, JA-Ile. Error bars, standard deviation;  $n = 6$ . Two-week-old wild-type plants were used. Statistical significance was examined by t-test. F.W., fresh weight.

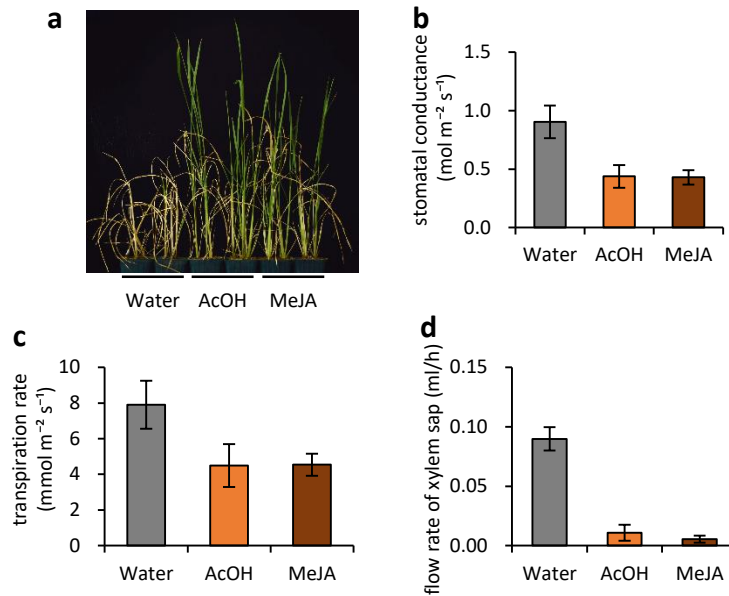

**Supplementary Figure S7. Methyl-jasmonate confers drought avoidance to rice accompanied with physiological changes similar to those induced by acetic acid.**

Two-week-old rice plants were treated with 30 mM acetic acid (AcOH) or 100  $\mu\text{M}$  methyl-jasmonate (Me-JA) for 4 days, subjected to drought stress for 4 days, and then grown under well-watered condition for 10 days. (a) drought avoidance of plants treated with AcOH or Me-JA, (b-d) stomatal conductance (b), transpiration rate (c), and (d) flow rate of xylem sap of plants treated with AcOH or Me-JA.

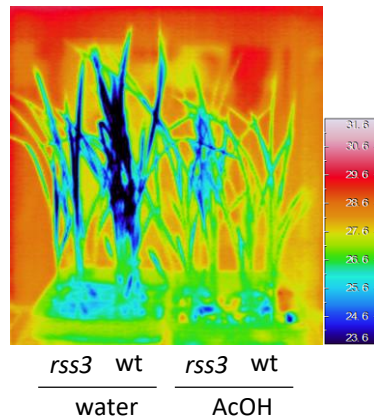

**Supplementary Figure S8. Reduction in stomatal transpiration by acetic acid is attenuated in *rss3*.**

Two-weeks-old wild-type and *rss3* plants were treated with (AcOH) or without (water) 30 mM acetic acid for 4 days. To monitor the rate of stomatal transpiration, leaf temperature was analyzed by infrared thermography. Temperature (°C) is indicated by color scale. Under the condition without acetic acid treatment, leaf temperature is lower in wild-type plants (wt) than *rss3*, reflecting that lower rate of stomatal transpiration in *rss3*. Note that reduction in stomatal transpiration in response to acetic acid is attenuated in *rss3*.

How the deposited data were processed for this re-analysis (not part of the article)

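Gene expression was measured in shoots of 2-week-old rice plants on day 3 of drought and in well-watered shoots, with 4 arrays in each group. Each array carried a Cy5-labelled sample and a common Cy3-labelled well-watered reference. The labels give replicate numbers in the titles that differ from those in the descriptions, and replicates are named here by the descriptions. The well-watered arrays lay on 1 slide and the drought arrays on another. The authors deposited the scanner software's intensity values, that is the mean spot signal and the median local background in each dye without normalization. The deposited intensity of the processed signals was corrected by the scanner software for background, spatial trend and dye. The deposited log10 ratio of the processed signals is set to 0 by that software at 3445 to 4879 spots per array. The value table the authors deposited for the whole series holds the same log10 ratio rounded to 3 significant digits.

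The files were read with data.table 1.17.8 in R 4.3.3 and analysed with limma 3.58.1. Mean signals were corrected by the normexp method with an offset of 50 and normalized within arrays by loess. Spots that the scanner software marks as outliers, 36 to 60 per array, were given no weight. The 1417 control spots were left out. Exclusions chosen after the data were seen were those of 1629 further spots without a rice locus, including probes for other species, and of 1161 spots whose probe serves several loci, which left out 1109 loci that have only such probes. Of 29689 loci on the array, 28580 were tested. Spots with the same sequence were averaged, and each locus was represented by the probe with the highest mean intensity. A probe is 60 bases long.

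Drought was compared with well-watered shoots by lmFit and eBayes, with Benjamini-Hochberg adjustment over all genes. A gene was called changed at an adjusted p under 0.05 and a log2 fold change over 1 or under -1. For single genes the two-sided exact permutation test of 4 against 4 arrays was used. Gene lists came from Supplementary Tables S2 to S10, joined by locus, and PR genes from the annotation. The 10 lists and 9 annotation classes were tested with camera at a preset correlation of 0.01, adjusted within each family. Relations with the paper's acetate values were tested by permuting genes 100000 times. Where a gene was not above background on any array of 1 group, its change was also given as a bound, and list medians were recomputed with such genes at their bound and without genes dim in both groups.

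The genes named in the text were chosen by a rule set before the data were examined. It takes each gene named in the paper's text or Fig. 5 that has a probe, the 3 largest rises and falls in Tables S2 and S8, and the largest rise and fall in each other list. Genes named in the paper's text whose locus was not settled, such as TIFY8 and the tandem DREB genes, are not reported. Over the whole array it takes the 3 largest rises and falls among genes well above background on all 8 arrays. Genes taken for the size of their rise or fall must be changed, with groups that do not overlap, while those named in the paper's text or Fig. 5 need not be. Genes named beyond this rule are marked as such. Positions come from a gene table of build ASM3414082v1, and are given only where a single gene of the table carries the symbol on the chromosome of the locus.

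Alternatives tried were a normexp offset of 0, no background correction, the scanner software's log ratios, the deposited value table, median centring, quantile normalization of intensities between arrays, the reference as the only control, exclusion of dim probes, marked spots kept, the mean of a gene's probes, eBayes with trend and robust estimation, array weights, both replicate numberings as blocks, each array left out, adjusted p alone, limma's treat, fry, camera with estimated correlation and a wider PR list. Scaling on 10 spike-in probes and the PR list without ERF transcription factors were added after the data were seen. The wording that defines the light-harvesting class was narrowed to the planned one after a first run. The measure of the shift against the spike-in controls was changed after its first value was seen, and both are reported.

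The steps were tested on simulated data. In the simulated comparison of drought against well-watered shoots, 4 arrays each and 28580 genes, 186 of 200 changed genes (93%) were recovered in the right direction and 0 other genes were called. The simulation held far fewer changed genes than the 9922 called in the data, with random directions and no difference in level between the groups. It therefore does not test the scaling or the number of false calls under so wide a change. All 157 of the simulated changed genes with a signal over 256 were recovered. The mean signed error of their log2 fold change was 0.163. Errors of opposite sign cancel in this mean, so it does not measure the typical size of an error. Signal over background and the number of arrays limit the precision, and 3216 tested genes were not well above background in Cy5 on any array.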

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

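The tests against the spike-in controls and the tests of the array-wide scaling and of a Cy5 difference common to all spots for the annotation classes were chosen only after the results were seen. Classes and single genes outside those the paper's text discusses are described first, then arrays that lay apart from their group.

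Genes annotated as late embryogenesis abundant proteins or dehydrins rose in drought, with 20 of 27 higher, 0 lower, and a median log2 fold change of 4.48, 5.42 without 2 genes dim in both groups, or 5.63 with 5 further genes at their bound. The camera test gave an adjusted p of 1.66e-07, with a range over alternatives of 3.06e-13 to 0.327, the highest with the estimated correlation. Genes annotated as ribosomal proteins fell, with 12 higher and 174 lower of 302 and a median of -1.17 (camera adjusted p = 2.32e-13, range 1.75e-19 to 0.327). For histones, 4 were higher and 37 lower of 49 and the median was -2.45 (adjusted p = 2.93e-08, range 7.09e-14 to 0.327). Expansins had 3 genes higher and 22 lower of 48, with a median of -0.59, or -1.34 without 11 genes dim in both groups (adjusted p = 0.00105, range 5.21e-07 to 0.327). The 4 medians kept their sign under every scaling tried. The higher histone genes were Os01g0149400, Os04g0253000, Os06g0130800 and Os06g0130900, and the higher expansin genes Os03g0132200, Os09g0472900 and Os10g0542400, all named after their values were seen. The paper's text discusses OsLEA3 by its name, and not these classes as a whole.

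Several technical explanations were weighed for these classes. A slide difference acting on spots in both dyes would move the Cy3 reference too, but the Cy3 medians between slides were 0.294 for the LEA class, 0.0388 for ribosomal proteins, 0.0869 for histones and 0.019 for expansins, against Cy5 medians of 6.77, -1.14, -2.54 and -0.615. The array-wide level set by the scaling is argued against by the medians under loess, the scanner software's log ratios, median centring and spike-in scaling, of which the nearest to 0 was 4.48 for the LEA class, -0.991 for ribosomal proteins, -2.19 for histones and -0.291 for expansins, each further from 0 than its SD between arrays (0.132, 0.176, 0.218 and 0.125). Only 1 of 35 splits of the arrays, the real one, gave as many changed genes in these classes. That is the smallest number this design can give, and it argues against chance in how the arrays were grouped without excluding it. It does not single out these classes, since every list and class tested gave the same number. A Cy5 difference common to all spots is argued against by the spike-in controls, whose log ratios differed by -0.068 to 0.208 between the groups, and by the opposite directions of the classes. A response to drought, the condition of the design, may underlie the changes, as a hypothesis found and tested on the same arrays. The labels name no batch of RNA preparation or labelling, so none was tested.

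Over the whole array, the largest rises were those of Os08g0442900 (log2 fold change 9.13, standard error 0.11, adjusted p = 2.29e-11), Os01g0705200 (8.66), annotated with a late embryogenesis abundant protein repeat, and Os10g0505900 (8.56). The largest falls were those of Os04g0644400 (-8.86), a proline-rich-like protein, Os10g0150300 (-8.53), of unknown function, and Os03g0658800 (-8.26), of the cytochrome P450 family. A second probe of Os03g0658800 gave -1.18, and the mean of its probes -4.72. All 6 were above background on all 8 arrays and none was saturated. In Cy3 alone, 80 genes changed between slides, 0.806% of the number called in the comparison, against 10937 in Cy5 alone, which argues against a slide difference in both dyes as the source of most calls. Signal shared with another locus was looked for among probes within 12 edits of those of 39 named genes. As 0 of these genes had such a probe, the direction of its change could not be compared, and signal from a similar transcript cannot be told apart for these genes. A drought response, the factor compared here, may underlie these changes. It cannot be fully separated from the slide in Cy5, since slide and treatment coincide.

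Relative to the spike-in controls, gene log ratios were lower on the drought arrays, by a median of per-gene deviations of -0.342 (exact two-sided permutation p = 0.0286, the smallest possible with 4 against 4). A first measure, the difference of the array medians, gave -0.955 (exact p = 0.0286). A slide or hybridization difference common to both dyes is argued against by the Cy3 channel, which shifted by 0.0248 (exact p = 0.943). Dim spots near the background are argued against by the brightest genes, which shifted by -0.948. The shift in Cy5 was -0.313 over all genes (exact p = 0.0571) and -0.862 among the brightest (exact p = 0.0286), where Cy3 shifted by 0.0612 (exact p = 0.2). The shift may reflect the amount of labelled RNA or of spike-in on the drought slide, or fewer of the measured transcripts per RNA in drought-treated shoots, and the 2 cannot be told apart because both act on Cy5 and the amounts are unknown.

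Single arrays lay far from the other 3 of their group in 9 of 116 groups tested, where chance gives about 1 in 20 groups, or 5.8. Drought replicate 1 accounts for 4 of them. These are OsbZIP46 (1.03 against 0.70 to 0.75), Os03g0658800 (-7.59 against -8.26 to -8.16), the median log2 ratio of the photosystem class (-1.15 against -0.47 to -0.34) and that of the LEA class (4.90 against 4.63 to 4.64). Over all genes, drought replicate 1 lay apart at 2.54% of them, against 0.815%, 0.791% and 1.52% for drought replicates 2, 3 and 4, which is consistent with a difference of the whole array. Whether its plants or its processing differed was not tested. The others were OsABA2 in drought replicate 4 (-2.59 against -3.09 to -3.07), Os03g0277300 in drought replicate 4 (6.21 against 6.43 to 6.47), OsAOS2 in well-watered replicate 2 (-0.30 against 0.04 to 0.10), OsEIN3;2 in well-watered replicate 1 (0.21 against -0.02 to 0.00314) and the median of the PR genes in well-watered replicate 4 (0.0289 against 0.0585 to 0.0641). No biological explanation was tested for these, and chance remains open.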

How the results depend on the processing

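Scaling on spike-in controls and the PR list without ERF transcription factors were chosen only after the data were seen, and the other alternatives were set before the data were examined. A comparison was taken to be the same if it kept its direction and its side of the threshold, or, for a count, stayed within 1.5 times. Of 1354 values of the 54 comparison results under the alternatives, 1247 were the same and 107 were not, and of 897 values of the 39 single genes, 889 were the same. No gene called in the comparison was called in the opposite direction under any alternative, except 1 under the mean of a gene's probes. Unless stated otherwise, the cause of a change was not tested.

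Quantile normalization of intensities between arrays moved nothing, since it leaves the log ratios unchanged by construction. Keeping marked spots and eBayes with trend and robust estimation changed no side of a threshold among the comparison results and single genes, while of the 9922 genes called in the comparison 9920 and 9914 were called in the same direction. With a normexp offset of 0, 2 brassinosteroid-related genes were higher, 2 JAZ/TIFY genes were lower and 4 JA-related genes were repressed by drought and activated by acetic acid. Without background correction the set test of the glutathione S-transferases turned upward (adjusted p = 0.977, where its range over alternatives was 0.00104 to 0.998). It turned upward also with the mean of a gene's probes (0.996), array weights (0.998) and spike-in scaling (0.875), none past the threshold. With the mean of a gene's probes, 0 brassinosteroid-related genes were higher.

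The scanner software's log ratios and the deposited value table gave 7322 genes higher and 6531 lower (52.9% higher, against 42.3%), and a median of all genes of 0.18. Under both, 3 brassinosteroid-related, 5 gibberellin-related, 20 glutathione S-transferase and 6 expansin genes were higher, and 4 JA-related genes were repressed by drought and activated by acetic acid. The set tests of the photosystem class (lower, adjusted p = 0.0435 and 0.0436, range 5.87e-05 to 0.675) and of transposons (higher, 0.0442 in each, range 0.000537 to 0.449), not past the threshold in the comparison, passed it. Transposons passed it also without dim probes (0.0342).

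Median centring gave 7366 genes higher and 4543 lower (61.9% higher) and moved the median of all genes to 0.57. Higher genes were then 5 for brassinosteroid, 12 for cytokinin, 11 for ethylene, 6 for gibberellin and 19 for glutathione S-transferases, and 10 brassinosteroid-related genes were lower. The set tests of ABA-related genes (adjusted p = 0.136, range 3.78e-05 to 0.443) and heat shock protein genes (0.117, range 1.11e-07 to 0.217) lost the threshold. Those of the light-harvesting (0.000645, range 0.000645 to 0.654), photosystem (5.87e-05) and transposon (0.00155) classes newly passed it. Relative to all genes, the median of the ABA-related genes was 0.65 and that of the JA-related genes -0.66.

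Spike-in scaling gave 2821 genes higher and 8233 lower (25.5% higher) and a median of all genes of -0.30. No brassinosteroid-related gene was higher (0), and lower genes were 8 for ethylene, 33 for heat shock proteins, 18 for PR and 4 for JAZ/TIFY. There were 4 ribosomal protein and 2 histone genes higher, and 5 JA-related genes repressed by drought and activated by acetic acid. Set tests past the threshold in the comparison were also past it here. Those that passed it here but not in the comparison were the light-harvesting (adjusted p = 0.00626), photosystem (0.0026), aquaporin (0.0475, range 0.000208 to 0.654) and transposon (0.0475) classes.

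On adjusted p alone, which drops the limit on fold change and so enlarges counts by construction, 9731 genes were higher and 10264 lower. Higher genes were 22 for auxin, 7 for brassinosteroid, 12 for cytokinin, 12 for ethylene, 8 for gibberellin, 8 for JA, 21 for glutathione S-transferases, 81 for heat shock proteins, 25 for ribosomal proteins and 5 for expansins. Lower genes were 8 for ethylene, 13 for gibberellin, 19 for JA, 22 for glutathione S-transferases, 42 for heat shock proteins, 22 for PR, 2 for the LEA class and 4 for JAZ/TIFY, and 6 JA-related genes were repressed by drought and activated by acetic acid. With treat, which tests against the limit and so lowers counts, 0 brassinosteroid-related and 6 ribosomal protein genes were higher.

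Fry, which asks whether the list changed at all and not whether it changed more than other genes, put more lists past the threshold. Adjusted p was 0.00104 for cytokinin, 0.00365 for ethylene, 1.39e-05 for gibberellin, 6.27e-05 for JA, 0.00104 for glutathione S-transferases, 0.0294 for light-harvesting, 0.0135 for cyclin, 0.000208 for aquaporin and 0.000537 for transposon genes, and 0.00344 for PR genes, downward where camera was upward. With the correlation estimated from the arrays, the adjusted p of camera was 0.443 for ABA, 0.217 for auxin, brassinosteroid and heat shock proteins, and 0.327 for ribosomal proteins, histones, the LEA class and expansins, so none of these calls held. A wider PR list had 47 genes higher and 49 lower, and the one without ERF transcription factors 3 and 5, since the lists hold other genes.

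With each array left out in turn, 4065 to 4278 genes were higher and 5636 to 5791 lower. Lower JAZ/TIFY genes numbered 1 to 2, the adjusted p of the set test lay at 0.92 to 0.998 for glutathione S-transferases, with its direction turning, and at 0.0437 to 0.139 for the photosystem class, and Spearman's rho of JA-related genes with potassium acetate on day 2 at -0.0393 to 0.0341. That rho was 0.0576 with the reference as the only control. Without well-watered replicate 3 (0.0437) or drought replicate 3 (0.0474) the photosystem class passed the threshold. The glutathione S-transferases turned upward without drought replicate 4 or well-watered replicate 1, 3 or 4, and the rho turned positive without well-watered replicate 1 (0.0341). OsTIFY11b was called lower without drought replicate 2 or well-watered replicate 2 or 4. Among single genes, OsbZIP46 passed the limit under median centring (1.1), OsBIN2 fell short of it with the mean of its probes (0.77) and spike-in scaling (0.74), and OsTIFY10c (-1.13) and OsTIFY11b (-1.40) passed it under spike-in scaling.

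The replicate numbers do not pair the arrays. Correlations of same-numbered arrays, after removing the group means, were 0.0462, 0.189, -0.124 and -0.0308 for the numbers of the descriptions, and 0.191 and -0.0153 for the numbers that the titles share. With the replicate block of the descriptions 4204 genes were higher and 5729 lower, and with that of the titles 4479 and 5882. The set test of glutathione S-transferases turned upward under both (0.972 and 0.922), and with the replicate block of the titles those of the light-harvesting (0.0311) and photosystem (0.0238) classes passed the threshold. A slide block was planned and not run, since each group lies on its own slide and scan, so that slide and group coincide.

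Signal over background limits the dimmest genes. Of the genes called changed, 179 were not well above background in Cy5 on any well-watered array and 202 on any drought array. With a normexp offset of 0, 5290 genes were higher and 6451 lower. Without dim probes, 24463 genes were tested, of which 4193 were higher and 5727 lower.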

Differences from the paper's values

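Spike-in scaling was the only one of the tests and settings in this part chosen after the values were seen, and OsHP4 and OsLAX4 were singled out after their values were seen. The paper's values are the drought coefficients of Supplementary Tables S2 to S10, on the same log2 scale, and a value counts as different if it lies further from the paper's than the replicate SD. Counts of genes above 1 and below -1 in the 9 lists did not differ by more than 1.5 times.

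Among ABA-related genes, the log2 fold change of OsPP2C7 was 4.86 and the paper's is 3.68. OsPLDα7 was at -4.48 and the paper's value is -6.24, and OsPLDα6 at -4.36 with the paper's value at -5.79. None of the alternatives set before the data were examined brought these 3 within the SD.

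For the JA-related gene OsKAT the value was 2.78 and the paper's is 2.28, within the SD with the mean of the gene's probes (2.25) and under no other alternative set before the data were examined. Spike-in scaling, chosen after seeing the values, also brought it within the SD (2.24). OsJMT3 was at -2.47 and the paper's value is -3.75, within the SD with a normexp offset of 0 (-3.29), the scanner software's log ratios (-3.66) and the deposited value table (-3.66), and under none of the others.

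The auxin-related gene OsPGP16 was at -4.24 and the paper's value is -3.39, which the mean of the gene's probes reached (-3.39) and no other alternative set before the data were examined did. OsBIN2/OsGSK1 was at 1.12 and the paper's value is 0.82, within the SD with the mean of the gene's probes (0.77), the only such alternative set before the data were examined, and with spike-in scaling (0.74), chosen after seeing the values. OsBAS1L2/CYP734A6 was at -3.90 and the paper's value is -4.40, within the SD with a normexp offset of 0 (-4.26), the scanner software's log ratios (-4.29) and the deposited value table (-4.28), and under none of the others. OsRR2 was at -5.02 and the paper's value is -4.55, within the SD with median centring (-4.64) only.

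The value for OsEIN3;2 was 3.51 and the paper's is 2.97, and for OsETR2;1 it was -3.06 and the paper's is -2.48, with no alternative set before the data were examined within the SD for either. OsGA2ox7 was at 3.03 and the paper's value is 3.26, within the SD with a normexp offset of 0 (3.43), no background correction (3.20), the reference as the only control (3.27), the mean of the gene's probes (3.09), array weights (3.12), and without drought replicate 1, drought replicate 3 or well-watered replicate 2, and not under the others set before the data were examined. Spike-in scaling, chosen after seeing the values, also brought it within the SD (3.04). OsGSTU39 was at 4.33 and the paper's value is 4.71, within the SD with a normexp offset of 0 (4.82) or no background correction (4.49) only. OsGSTF16 was at -5.56 and the paper's value is -5.80, within the SD with a normexp offset of 0 (-5.77), no background correction (-5.67), the scanner software's log ratios (-5.76), the deposited value table (-5.76), and without drought replicate 1 or 3, and not under the others.

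Over the 510 genes of the tables, 24 had a sign opposite to the paper's value, and 1 of these exceeded 0.5 in size in both. This was OsHP4, at -2.00 where the paper's value is 1.24, and it had the paper's sign under the mean of the gene's probes (0.49) only. OsLAX4 differed most, at 0.15 where the paper's value is -3.46, and was negative with the mean of the gene's probes (-2.26), with the replicate block of the titles (-0.04) and with spike-in scaling, chosen after seeing the values (-0.21).

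The paper states that the genes of Fig. 5 stayed activated in drought-treated shoots for 3 days. Of the 3 matched genes, all had positive log2 fold changes and 2 (OsTIFY11c and OsbZIP23) were called higher, while OsbZIP46, at 0.86, did not pass the limit of 1, which it passed under median centring (1.1). That limit was set here, and the paper's text gives none for this statement. The rise of OsbZIP46 had an adjusted p of 1.17e-05 in limma's moderated test. Falling short of the limit is therefore not by itself a difference from the paper.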

Other observations

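The comparison of heat shock protein groups and the split of the differing genes by signal were chosen only after the results were seen.

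For each of 21 counts of changed genes (all genes, the 10 lists, the 9 annotation classes and the JAZ/TIFY genes), only the real one of the 35 splits of the 8 arrays into 4 and 4, that is 1 split, gave as many changed genes. That is the smallest number the design can give, and it argues against chance in how the arrays were grouped without excluding it. The result was the same for every count, so it does not single out any list or class. The counts share the same arrays and splits and are not independent of one another.

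Of 61 glutathione S-transferase genes of Supplementary Table S9, 60 were measured in drought-treated shoots, with 11 higher, 13 lower and a median log2 fold change of -0.00721, or 0.28 with the scanner software's log ratios, 0.50 with median centring and -0.36 with spike-in scaling (camera adjusted p = 0.986). OsGSTU39 rose by 4.33 (standard error 0.13, adjusted p = 1.41e-09) and OsGSTF16 had a log2 fold change of -5.56 (standard error 0.11, adjusted p = 8.53e-11). Of 145 heat shock protein genes of Supplementary Table S10, 52 were higher and 16 lower, with a median of 0.42, or 0.46 without 5 genes dim in both groups (camera adjusted p = 0.00843). With median centring the median was 0.89 and the adjusted p 0.117 (range over alternatives 1.11e-07 to 0.217), and with spike-in scaling the median was 0.03 and 33 genes were lower. Os03g0277300, annotated as a heat shock protein, rose most (6.41), and Os10g0159600, with an Hsp20 domain, fell most (-4.35).

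Heat shock protein genes counted as small may rise more than those annotated as DnaJ proteins. A gene was counted as small if its annotation held kDa, Hsp20, low molecular weight or small heat shock. Because kDa can also stand in the name of a larger protein, this group may hold others. The median log2 fold change of the genes counted as small was 1.08 (12 higher and 3 lower of 23), against 0.249 for DnaJ proteins (16 higher and 6 lower of 64). The difference was 0.831 (two-sided permutation test, 100000 permutations, p = 0.00927, across genes that are not independent replicates). With spike-in scaling the DnaJ median was -0.0608 and that of the small ones 0.393. Os05g0127400, which has both descriptions, was left out. The 3 lower small ones were Os02g0555700, Os10g0159600 and Os10g0159700, of which all but Os10g0159600 were named after their values were seen.

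Among 8 genes annotated as DREB, 3 were higher and 2 lower, the highest being Os06g0166400, annotated as DREB1D (4.10), and the lowest Os04g0549700, annotated as DREB2F (-4.68), and the other changed ones Os04g0648900, Os05g0346200 and Os02g0202000, all singled out after their values were seen. Of 13 genes annotated with a ZIM domain, 3 were higher (Os03g0180900, Os10g0391400 and Os10g0392400) and 3 lower (Os02g0732400, Os07g0615200 and Os08g0428400), and Os10g0391400, Os02g0732400 and Os08g0428400 were named after their values were seen. OsTIFY11c rose by 4.66 while its neighbours on the chromosome, OsTIFY11a (-0.70) and OsTIFY11b (-0.95), did not, OsTIFY11a having been singled out after its values were seen.

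Annotation classes whose camera test did not pass the threshold were light-harvesting proteins (0 higher and 4 lower of 10, adjusted p = 0.0946), photosystem (2 and 11 of 32, 0.0847), cyclin (72 and 53 of 420, 0.0946), aquaporin (0 and 3 of 9, 0.445) and transposon (9 and 4 of 74, 0.0847). The genes behind the counts of 5 or fewer, named after their values were seen, were Os03g0592500, Os04g0457000, Os07g0148900 and Os07g0558400 (light-harvesting, lower), Os04g0235200 and Os06g0729500 (photosystem, higher), Os02g0658100, Os07g0448200 and Os09g0541000 (aquaporin, lower), and Os02g0230300, Os07g0431000, Os10g0195100 and Os12g0417000 (transposon, lower). Of the 420 genes of the cyclin class, 361 are annotated as cyclin-like F-box proteins. Of the 7766 genes with several probes, 12 had probes called in opposite directions.

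Over the 510 genes of the tables, Pearson's r with the paper's drought values was 0.966 across genes, the median absolute difference was 0.131, and 299 genes lay within the replicate SD with the same sign, while 211 differed. Of 74 differing genes with several probes, another probe lay within the SD of the paper's value in 18 (24.3%), so the choice of another single probe does not account for most. That count does not cover averaging over a gene's probes. Signal near the background was tested as a further explanation. Of the differing genes, 39.8% were not well above background in Cy5 on all arrays, against 3.68% of the others (Fisher's exact test, two-sided, p = 1.14e-25). For these genes, low signal may contribute, while 60.2% of the differing genes were well above background on all arrays and need another explanation. With a normexp offset of 0, r was 0.984 and 396 genes lay within the SD. With the mean of a gene's probes, r was 0.977 and 319 did.

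The probes of OsHP4, singled out after their values were seen, gave -2.00 for the probe used and 0.32, 1.70 and 1.92 for the others. Those of OsLAX4, also singled out, gave 0.15 for the probe used and -4.67 for the other.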
